# Cytokine‐induced megakaryocytic differentiation is regulated by genome‐wide loss of a uSTAT transcriptional program

**DOI:** 10.15252/embj.201592383

**Published:** 2015-12-23

**Authors:** Hyun Jung Park, Juan Li, Rebecca Hannah, Simon Biddie, Ana I Leal‐Cervantes, Kristina Kirschner, David Flores Santa Cruz, Veronika Sexl, Berthold Göttgens, Anthony R Green

**Keywords:** cytokine, differentiation, haematopoiesis, JAK/STAT, megakaryocyte, Immunology, Signal Transduction, Transcription

## Abstract

Metazoan development is regulated by transcriptional networks, which must respond to extracellular cues including cytokines. The JAK/STAT pathway is a highly conserved regulatory module, activated by many cytokines, in which tyrosine‐phosphorylated STATs (pSTATs) function as transcription factors. However, the mechanisms by which STAT activation modulates lineage‐affiliated transcriptional programs are unclear. We demonstrate that in the absence of thrombopoietin (TPO), tyrosine‐unphosphorylated STAT5 (uSTAT5) is present in the nucleus where it colocalizes with CTCF and represses a megakaryocytic transcriptional program. TPO‐mediated phosphorylation of STAT5 triggers its genome‐wide relocation to STAT consensus sites with two distinct transcriptional consequences, loss of a uSTAT5 program that restrains megakaryocytic differentiation and activation of a canonical pSTAT5‐driven program which includes regulators of apoptosis and proliferation. Transcriptional repression by uSTAT5 reflects restricted access of the megakaryocytic transcription factor ERG to target genes. These results identify a previously unrecognized mechanism of cytokine‐mediated differentiation.

## Introduction

Metazoan development is controlled by complex gene regulatory networks that need to respond rapidly to extracellular signals (Davidson, 2006, 2010). The JAK/STAT signaling pathway is essential for normal development and adult homeostasis in organisms from *C. elegans* to mammals (Stark & Darnell, 2012; Wang & Levy, 2012). Following their interaction with cellular receptors, many cytokines and other growth factors trigger rapid activation of JAK family kinases with consequent tyrosine phosphorylation and activation of STATs. Activated STATs (pSTATs) accumulate in the nucleus, bind to DNA, and regulate the transcription of target genes (Levy & Darnell, 2002).

Hematopoiesis is regulated by multiple cytokines which activate the JAK/STAT pathway (Metcalf, 2008) and also by combinatorial transcription factor interactions that establish cell‐type specific patterns of gene expression (Orkin & Zon, 2008). However, the mechanisms by which lineage‐affiliated transcriptional programs are modulated by JAK/STAT activation remain obscure. Non‐canonical modes of JAK/STAT signaling have been described and include the demonstration that JAK2 functions in the nucleus as a histone kinase (Dawson *et al*, 2009, 2012; Griffiths *et al*, 2011), that JAK/STAT signaling in *Drosophila* disrupts heterochromatin (Shi *et al*, 2006, 2008), and that overexpressed STAT mutants that cannot be tyrosine‐phosphorylated can act as transcription factors with the best‐studied examples coming from STAT1 and STAT3 (Chatterjee‐Kishore *et al*, 2000; Yang *et al*, 2005, 2007; Cui *et al*, 2007; Cheon *et al*, 2011). However, none of these insights have linked JAK/STAT activation to the transcriptional networks that control hematopoiesis, and we currently lack a genome‐wide understanding of the biological role of any tyrosine‐unphosphorylated STAT (uSTAT).

STAT5 exists as 2 isoforms (STAT5A and STAT5B with 95% amino acid identity) encoded by two closely linked genes (Hennighausen & Robinson, 2008) that are essential for normal organogenesis (Teglund *et al*, 1998; Cui *et al*, 2004), hematopoiesis, and lymphopoiesis (Hoelbl *et al*, 2006; Yao *et al*, 2006). Overexpression of constitutively active STAT5A gives rise to multilineage leukemia (Kato *et al*, 2005; Moriggl *et al*, 2005), hematopoietic stem and progenitor cell (HSPC) expansion, and enhanced erythropoiesis (Schuringa *et al*, 2004). Within hematopoiesis, the two isoforms are largely redundant (Liu *et al*, 1997; Udy *et al*, 1997), widely expressed, and frequently referred to collectively as STAT5. Different cytokines activate STAT5 in distinct cell types (Schepers *et al*, 2012). In HSPC and within the megakaryocytic lineage, STAT5 is activated by thrombopoietin (TPO) (Kirito & Kaushansky, 2006; Vainchenker & Constantinescu, 2013) which, together with its receptor MPL, is essential for normal megakaryopoiesis (Gurney *et al*, 1994; Alexander *et al*, 1996; de Sauvage *et al*, 1996; Bunting *et al*, 1997) and normal hematopoietic stem cell (HSC) behavior (Alexander *et al*, 1996; Solar *et al*, 1998; Fox *et al*, 2002; Yoshihara *et al*, 2007). However, little is known about the way in which the consequences of cytokine‐induced STAT5 activation are integrated with any lineage‐affiliated transcriptional program. Genome‐wide analyses have focused on the role of activated pSTAT5 (Yang *et al*, 2011; Dawson *et al*, 2012; Zhu *et al*, 2012; Kang *et al*, 2013), and a general problem for understanding the biology of endogenous uSTAT5 (and all uSTATs) has been the lack of cellular systems in which uSTAT function can be studied separately from the corresponding pSTAT.

## Results

### uSTAT5 is present in the nucleus of hematopoietic stem/progenitor cells

To investigate potential functions for uSTAT5 in hematopoietic stem/progenitor cells, we first explored the subcellular localization of STAT5 proteins in primary Lin^−^Sca‐1^+^cKit^+^ (LSK) cells isolated from mouse bone marrow. Using an antibody detecting tyrosine‐phosphorylated STAT5 (both Tyr 694 in STAT5a and Tyr 699 in STAT5b, henceforth termed pSTAT5), pSTAT5 was weakly detectable in the nuclei of freshly isolated cells, became undetectable after 4 h of serum starvation, and was rapidly induced following TPO stimulation (Fig 1A). By contrast, using an antibody that detects total STAT5 protein, nuclear STAT5 was readily detectable under all three conditions (Fig 1A). These results were confirmed using confocal imaging (Fig EV1A) and indicate the presence of nuclear STAT5 proteins that lack tyrosine phosphorylation (uSTAT5).

**Figure 1:**
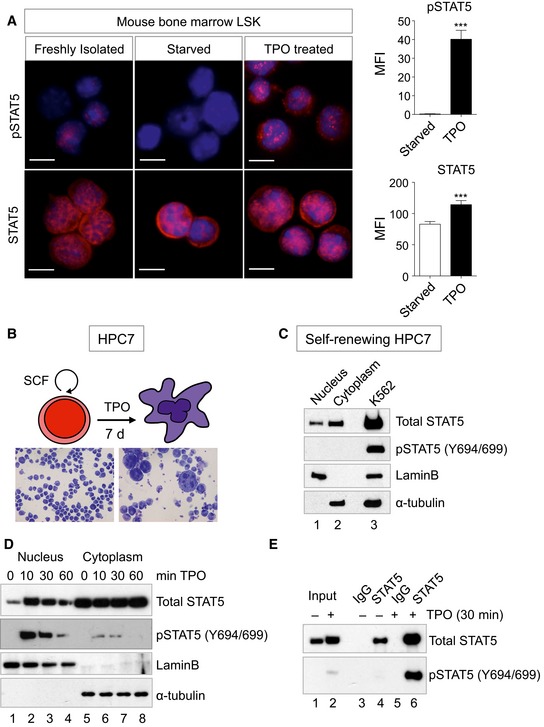
STAT5 proteins localize to the nucleus in the absence of tyrosine phosphorylation Immunofluorescence staining of Lin^−^Sca‐1^+^cKit^+^ (LSK) cells using an antibody specific for phosphorylated STAT5 (pSTAT5) or total STAT5. Scale bars represent 5 μm. Bar graphs showing the quantification of nuclear localization presented as mean fluorescence intensity (MFI). Data are shown as means ± SD of three independent experiments. Two‐tailed Student's *t*‐test, ***P < 0.001.Diagram showing HPC7 cells that self‐renew in the presence of stem cell factor (SCF) and undergo megakaryocytic differentiation in response to thrombopoietin (TPO).Western blot analysis of HPC7 cells grown in the presence of SCF demonstrates nuclear and cytoplasmic uSTAT5 in the absence of pSTAT5. K562 cell lysates were used as a positive control for pSTAT5.Western blot analysis of HPC7 cells after TPO stimulation (100 ng/ml) at the indicated time points.Western blot analysis was performed after immunoprecipitation of STAT5 from unstimulated and TPO‐stimulated cells using antibodies to total STAT5 or to pSTAT5 (pY694/p699). 1% (5 μg) of lysate was loaded as input control. Source data are available online for this figure.

**Figure EV1:**
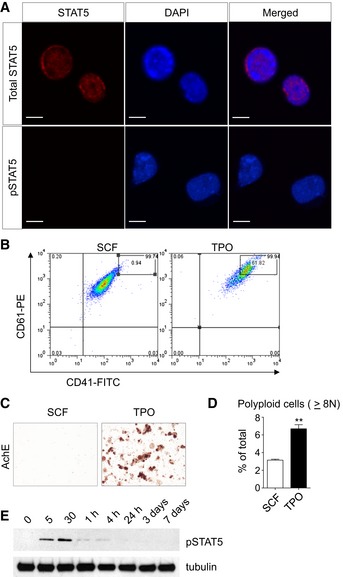
Nuclear localization of STAT5 proteins in the absence of tyrosine phosphorylation Confocal images showing nuclear STAT5 proteins in primary mouse bone marrow Lin^−^Sca‐1^+^cKit^+^ (LSK) cells following serum starvation. Cells were stained with antibodies for total STAT5 or phospho‐STAT5 (pY694/699). Fluorescent images were captured by confocal laser scanning microscopy. Scale bars represent 5 μm.Flow cytometry plots of HPC7 cells showing an increased frequency of CD41^hi^CD61^hi^ cell population following TPO stimulation.Cytospins of HPC7 cells grown in SCF or TPO were stained for acetylcholinesterase (AchE).Histogram showing increased percentage of polyploid HPC7 cells following TPO stimulation. Data represent mean ± SD; *n* = 3; two‐tailed Student's *t*‐test; **P < 0.01.Expression of pSTAT5 was examined by Western blots. Total cell lysates were prepared from HPC7 cells at the indicated time points after TPO stimulation.

We then established an experimental system that would allow separate functional analysis of uSTAT5 and pSTAT5. HPC7 hematopoietic stem/progenitor cells are cytokine dependent, multipotent, and karyotypically normal (Pinto do *et al*, 1998). HPC7 cells self‐renew in the presence of SCF, but undergo megakaryocytic differentiation following TPO stimulation (Figs 1B and EV1B–D) (Dumon *et al*, 2012). We found that TPO robustly induces pSTAT5 in HPC7 cells. Interestingly, however, pSTAT5 disappeared within hours, suggesting that sustained pSTAT5 may not be required for megakaryocyte differentiation in this model (Fig EV1E). Under self‐renewal conditions, pSTAT5 was not detectable in either cytoplasmic or nuclear fractions, whereas an antibody to total STAT5 readily detected STAT5 protein in both compartments (Fig 1C, lanes 1 and 2). Even after the removal of both SCF and serum, nuclear STAT5 remained evident in the absence of detectable pSTAT5 (Fig 1D, lane 1). The subsequent addition of TPO resulted in rapid accumulation of nuclear pSTAT5 (Fig 1D). We considered the possibility that even in the absence of SCF and serum, cells might, nonetheless, harbor low levels of nuclear pSTAT5, below the detection threshold for Western blotting. However, sequential immunoprecipitation of total nuclear STAT5 proteins followed by Western blotting also failed to detect any pSTAT5 in unstimulated cells (Fig 1E, lane 4). Together, these results demonstrate that hematopoietic stem/progenitor cells contain nuclear STAT5 in the absence of detectable pSTAT5 and that HPC7 cells provide a powerful system for dissecting the distinct functions of uSTAT5 and pSTAT5.

### TPO stimulation results in genome‐wide redistribution of STAT5 from CTCF to STAT‐binding sites

To compare the genomic localization of uSTAT5 and pSTAT5, chromatin immunoprecipitation coupled with high‐throughput DNA sequencing (ChIP‐Seq) was performed using unstimulated (*T* = 0 min) and TPO‐treated (*T* = 30 min) HPC7 cells, respectively. 

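HPC7 cells are a mouse line of hematopoietic progenitors that needs cytokines to grow, and TPO (thrombopoietin) drives it toward megakaryocytes. STAT5 is a transcription factor that JAK kinases phosphorylate when TPO binds its receptor. The antibody used here recognizes STAT5 with or without that phosphorylation. Chromatin from unstimulated cells (0 ng/ml TPO) and from cells treated for 30 min with 100 ng/ml TPO gave 1 library each. The authors aligned the reads to the mouse genome mm10 (GRCm38) with Bowtie, called peaks against control IgG, removed repeat-rich regions and set each peak to 400 bp around its summit. The peak lists give positions without scores or read counts. The list of unstimulated cells held 10,509 peaks, which covered 4.20 Mb, and the list of TPO-treated cells held 913 peaks, which covered 0.365 Mb. The read depth of the libraries is unknown from these lists, so the difference in peak number cannot be separated from a difference in depth or enrichment. With 1 library per condition there is no replicate error, no test was made between the conditions, and the 95% Wilson intervals given with shares cover counting error over peaks only. Peaks of the lists were counted as shared when they overlapped by at least 1 bp. Each peak was mapped to genes by the order of the paper's methods, first to genes with an end within 1000 bp, then to genes overlapping the peak, then to the nearest gene on each side within 50,000 bp. The gene table held 49,980 genes, of which 21,900 were protein-coding, and gave no strand, so both ends of a gene were treated alike.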

Significant binding events in comparison with control IgG samples were identified using the MACS algorithm (Zhang *et al*, 2008). Using an antibody against total STAT5, we observed a striking redistribution of STAT5 peaks following TPO stimulation (Fig 2A and B). 

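Runx1, Fli1 and Ikzf1, which encode transcription factors of blood progenitors, carried STAT5 peaks in both conditions but at different places. Runx1 (chromosome 16, 92601466 to 92826074) had 5 peaks in unstimulated cells, of which the one at 92825754 to 92826153 lay 120 bp from its higher end. After TPO its only peak lay inside the gene at 92786986 to 92787385, which is 38,888 bp from that end. Fli1 (chromosome 9, 32422204 to 32543432) had unstimulated peaks inside the gene 2006 and 3939 bp from its higher end and another 13,023 bp outside. Its TPO peaks lay 13,595 bp inside and 6272 bp outside the same end. At Ikzf1, the single TPO peak lay inside the gene 4529 bp from its lower end, and the nearest of 4 unstimulated peaks to that end lay 26,964 bp inside. Over the genome, 254 TPO peaks overlapped 253 unstimulated peaks. The other 659 TPO peaks (72.2%, 95% interval 69.2 to 75.0) and 10,256 unstimulated peaks (97.6%, 97.3 to 97.9) were found in 1 condition only. Full overlap of the 913 TPO peaks would still have left most of the 10,509 unstimulated peaks unshared. The unstimulated share is therefore largely set by the lengths of the lists. Of protein-coding genes, 588 were mapped to a TPO peak and 6690 to an unstimulated peak, and 452 were mapped to both. The TPO number fell to 381 with mapping to gene ends within 10,000 bp and to 369 with the nearest gene alone.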

Three distinct clusters of STAT5 peaks were identified. 

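Unstimulated HPC7 cells had STAT5 peaks at the ends of several megakaryocytic genes where no peak was called after TPO. Mpl encodes the TPO receptor and lies on chromosome 4 from 118442412 to 118457688. Its 1 peak, at 118457358 to 118457757, was centered 130 bp inside its higher end. Pf4 encodes a chemokine of platelet granules (chromosome 5, 90772435 to 90773383), and its peaks were centered 48 bp inside its lower end and 2393 bp past its higher end. Itga2b encodes Cd41, the integrin chain of the platelet fibrinogen receptor (chromosome 11, 102453297 to 102469883), and had a peak 304 bp outside its higher end. A further peak 5595 bp outside its lower end was closer to the neighboring gene Fam171a2 and not mapped to Itga2b. The thrombin receptor gene F2r had a peak 202 bp outside its higher end, and Gp9, part of the receptor for von Willebrand factor, had one 57 bp outside its lower end. The gene of von Willebrand factor itself, Vwf, had 2 peaks inside. At the erythroid regulator Klf1 the peak lay inside the gene, 1167 bp from its lower end. No peak was mapped to Gp6, the platelet collagen receptor gene on chromosome 7 (4362853 to 4397851). The nearest unstimulated peak lay at 4427245 to 4427644 inside the neighboring gene Rdh13, 29.6 kb past the higher end of Gp6, and was mapped to Rdh13. Med8 and Szt2, neighbors of Mpl, had no peak mapped in either condition. Among 30 megakaryocyte and platelet genes listed before the data were examined, 18 were mapped to an unstimulated peak. Random gene lists of the same size and gene lengths gave a mean of 9.56. Of the 18 genes, 17 had a peak found only in unstimulated cells, as were 97.6% of all unstimulated peaks. Plek, Selp, Slamf1 and Treml1 were also mapped to TPO peaks, and the other 14 were not. The list holds genes that the paper names from these data, such as Mpl, Gp6 and Pf4.

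**Figure D1:**
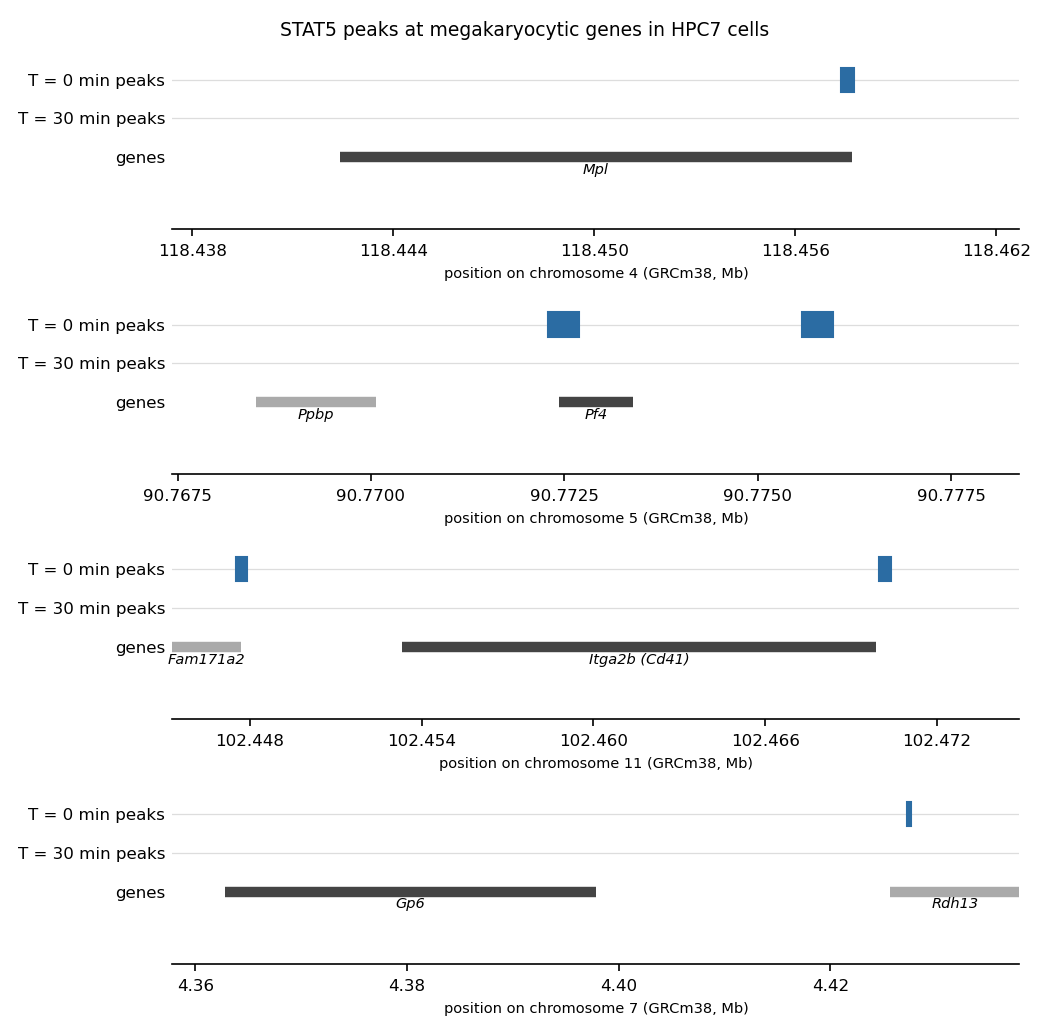
Positions of STAT5 peaks at Mpl, Pf4, Itga2b (Cd41) and Gp6 in unstimulated (T = 0 min) and TPO-treated (T = 30 min) HPC7 cells, 1 library each. The horizontal axes give the position in Mb, boxes mark peaks and bars mark protein-coding genes. Peaks appear only in the T = 0 min rows, and the peak nearest to Gp6 lies in Rdh13.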

Cluster 1 (4,109 elements) contained peaks present only in unstimulated cells and which therefore represent binding of uSTAT5; this cluster contained multiple genes associated with megakaryocytic differentiation (e.g., Mpl, Gp6, Pf4, and Cd41; Figs 2B and EV2A). 

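Cish and Socs2, which encode feedback inhibitors of cytokine signaling, were mapped to STAT5 peaks of TPO-treated cells only, whereas Socs3 was mapped in both conditions and Socs1 in unstimulated cells only. Cish lies on chromosome 9 from 107296659 to 107302784. It had 6 peaks after TPO, more than any other gene, centered 27 and 917 bp outside its lower end and 3579, 5173, 6053 and 10,247 bp past its higher end. Socs2 (chromosome 10, 95383903 to 95417321), had 1 peak 388 bp inside its higher end. Il2ra encodes the alpha chain of the interleukin-2 receptor and had peaks 1325 bp outside and 12,544 bp inside its lower end. Pim2, which encodes a survival kinase on chromosome X (7878306 to 7883432), had TPO peaks 12,800 and 18,833 bp before its lower end. Both lay inside the neighboring gene Otud5 and were mapped to it. Bcl6 encodes a transcriptional repressor (chromosome 16, 23965050 to 23988866), and its TPO peak at 23988803 to 23989202 was centered 136 bp outside its higher end. This peak overlapped an unstimulated peak at 23988474 to 23988873 by 71 bp, with the centers 329 bp apart. Of 20 canonical STAT5 target genes listed before the data were examined, 9 were mapped to TPO peaks and 15 to unstimulated peaks. The list holds genes that the paper names from these data, among them Cish, Bcl6, Socs2, Pim1 and Bcl2l1. The comparison with random lists is therefore not independent of the paper. Random gene lists of the same size and gene lengths gave a mean of 0.440 genes for TPO peaks, and none of 10,000 such lists gave as many. For unstimulated peaks the mean was 6.01, and 1 such list gave as many. Cish, Il2ra and Socs2 were mapped to TPO peaks alone, and the other 6 to peaks of both conditions.

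**Figure D2:**
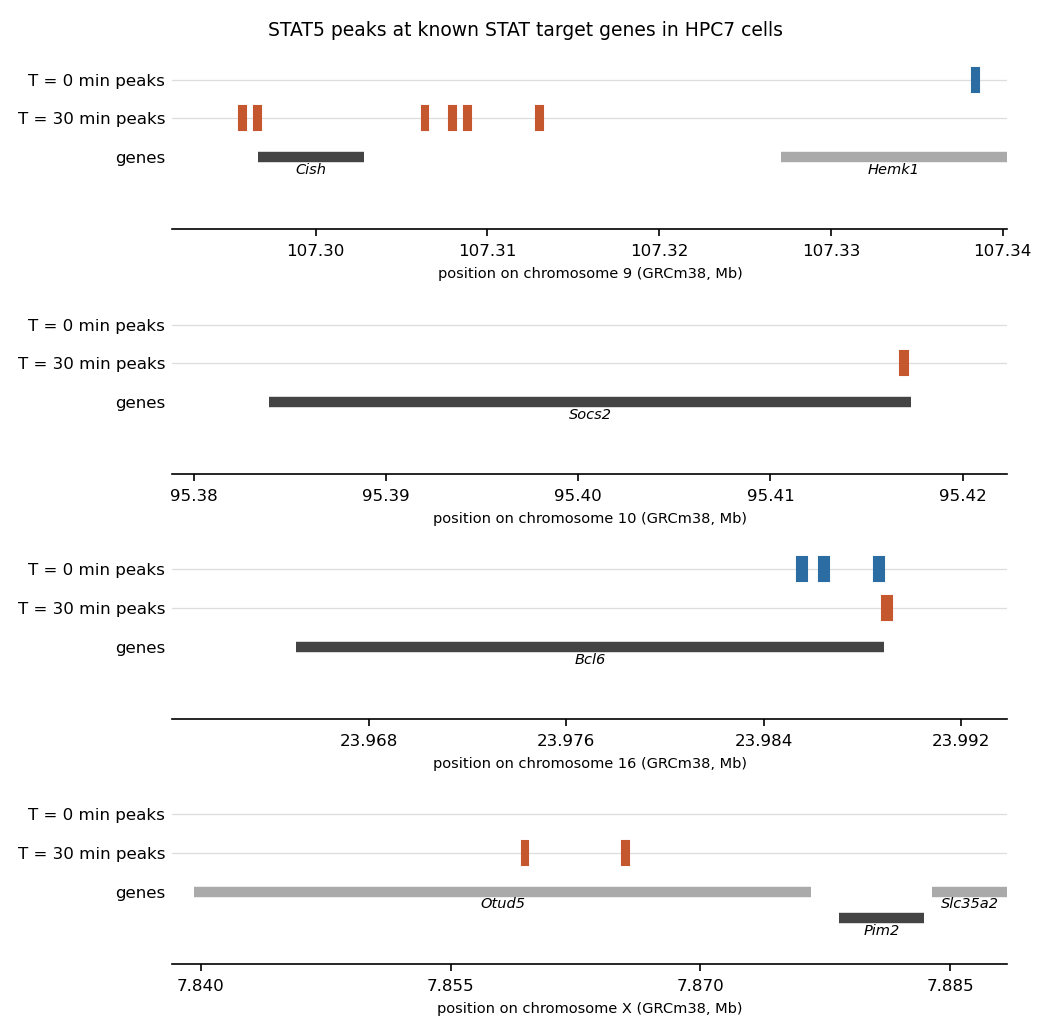
Positions of STAT5 peaks at Cish, Socs2, Bcl6 and Pim2 in unstimulated (T = 0 min) and TPO-treated (T = 30 min) HPC7 cells, 1 library each. The horizontal axes give the position in Mb, boxes mark peaks and bars mark protein-coding genes. Cish, Socs2 and Pim2 have peaks after TPO with none at the same place before, and Bcl6 has 3 unstimulated peaks, 1 of which overlaps the TPO peak.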

Cluster 2 (771 elements) contained peaks present only in TPO‐treated cells and which were therefore likely to represent binding of pSTAT5; this cluster included multiple known STAT target genes (e.g., Cish, Bcl6, Pim2, and Socs2, Figs 2B and EV2B). 

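Socs3, Cdkn1a, Casp8, Meis1, Slamf1 and Selp each had peaks shared by both conditions. Socs3, which encodes an inhibitor of cytokine receptors (chromosome 11, 117966079 to 117970336), had a TPO peak inside the gene at 117969044 to 117969443 whose center was 7 bp from that of an unstimulated peak. A further pair 16,506 bp past its higher end had centers 5 bp apart, but lay at an end of the neighboring gene Pgs1 and was not mapped to Socs3. The cell cycle inhibitor gene Cdkn1a had a pair of peaks with centers 63 bp apart, and Casp8, which encodes an initiator of apoptosis, a pair 53 bp apart. At Meis1, a transcription factor gene of progenitors, the distance was 82 bp. Slamf1, a surface receptor gene of progenitors and platelets, had shared peaks 62 and 185 bp apart, and Selp, which encodes the platelet adhesion molecule P-selectin, had a pair 183 bp apart. Over all shared peaks, the median distance between centers was 62.5 bp, and 109 (42.9%) lay within 50 bp. Random placement of the TPO peaks on their own chromosomes gave a mean of 3.51 shared peaks. Placement at the same distances from randomly drawn genes gave a mean of 9.57 and at most 20 in 1000 placements. The lists carry no scores, so a change in the height of a shared peak could not be measured.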

Cluster 3 (198 elements) contained those peaks that were unchanged by TPO treatment. 

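Peaks close to gene ends made up a larger share of the unstimulated list than of the TPO list, with Bcl2 and Cdc25a as examples. Bcl2 encodes an inhibitor of apoptosis (chromosome 1, 106538176 to 106714290). In unstimulated cells a STAT5 peak was centered 151 bp inside its higher end, whereas the TPO peak lay deep in the gene, 74,703 bp from its lower end. Cdc25a, the gene of a phosphatase that drives the cell cycle, had an unstimulated peak 200 bp outside its lower end and a TPO peak 8901 bp outside it. Further unstimulated peaks lay 30 bp from an end of the cell cycle kinase gene Cdk4, 10 bp from an end of the erythropoietin receptor gene Epor, and 61 bp from an end of Stat1. Among TPO peaks, one lay 242 bp from an end of the globin gene Hbb-bt. Of the unstimulated peaks, 36.6% (95% interval 35.7 to 37.5) were centered within 3000 bp outside a gene end, compared with 16.6% (14.4 to 19.2) of TPO peaks. The ratio of these shares was 2.20 (95% interval 1.90 to 2.55). Intergenic peaks made up 17.3% before and 32.6% after TPO, and peaks inside genes 46.1% and 50.7%. Within 500 bp on either side of a gene end lay 31.4% of unstimulated and 8.98% of TPO peaks. For TPO peaks this share was 18.5% among those that overlapped an unstimulated peak and 5.31% among the others. Because strand was not known, these shares include both promoters and downstream ends. The lists carry no scores and could not be cut to equal strength. The difference in shares therefore cannot be separated from a difference in depth or peak calling.

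**Figure D3:**
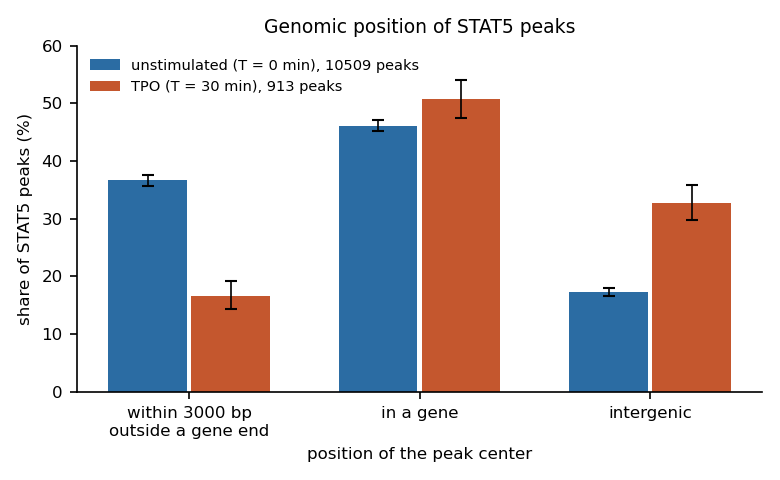
Share of STAT5 peaks (%, vertical axis) whose center lay within 3000 bp outside a gene end, in a gene, or elsewhere (intergenic), for unstimulated and TPO-treated HPC7 cells. Bars are shares of 1 library each and error bars are 95% Wilson intervals over peaks. The gene end share is higher before TPO and the intergenic share is higher after it.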

The genomic distribution of STAT5 under those two conditions was also different with a 3‐fold enrichment of STAT5 binding in promoter regions in unstimulated cells compared to TPO‐stimulated cells (*T* = 0 versus *T* = 30, Fig EV2C). We validated ChIP‐Seq data by ChIP‐qPCR using antibodies to total STAT5 or pSTAT5. STAT5 binding was confirmed at all 6 target sites examined (Fig 2C and D) and, as expected, pSTAT5 binding was only detectable following TPO stimulation (Fig 2C and D). These results demonstrate that in unstimulated cells, uSTAT5 binds to regions that are completely different to those bound by pSTAT5 following TPO stimulation.

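Megakaryocytic genes bound before TPO differed in their distance to peaks found after it. From the nearest end of Mpl the closest TPO peak lay 1760 kb away, from Itga2b 500,501 bp and from Pf4 112 kb. F2r had a TPO peak 35.4 kb away, whereas the platelet gene Plek had one 5716 bp and Slamf1 one 183 bp from a gene end. In the other direction, the unstimulated peak nearest to Cish lay 35.6 kb from the gene, inside Hemk1, and that nearest to Socs2 lay 58.8 kb away. Pim2 was 80.7 kb from its nearest unstimulated peak, which lay in Gata1, the gene of a transcription factor of erythroid cells and megakaryocytes. The peaks found only after TPO had a median distance of 30,045 bp to the nearest unstimulated peak, and 135 of them (20.5%) were over 100,000 bp away. At the same time, 187 of them (28.4%) lay within 10,000 bp of an unstimulated peak without overlapping it, as did 16.5% within 5000 bp and 41.0% within 20,000 bp. For the 10,000 bp limit, placement of these peaks at the same distances from randomly drawn genes gave a mean of 97.3 (95% of placements 80 to 115). From the loss of one set of peaks and the appearance of another, together with ChIP-qPCR at selected sites (not analysed here), the paper concludes that uSTAT5 and pSTAT5 bind different regions of the genome.

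**Figure D4:**
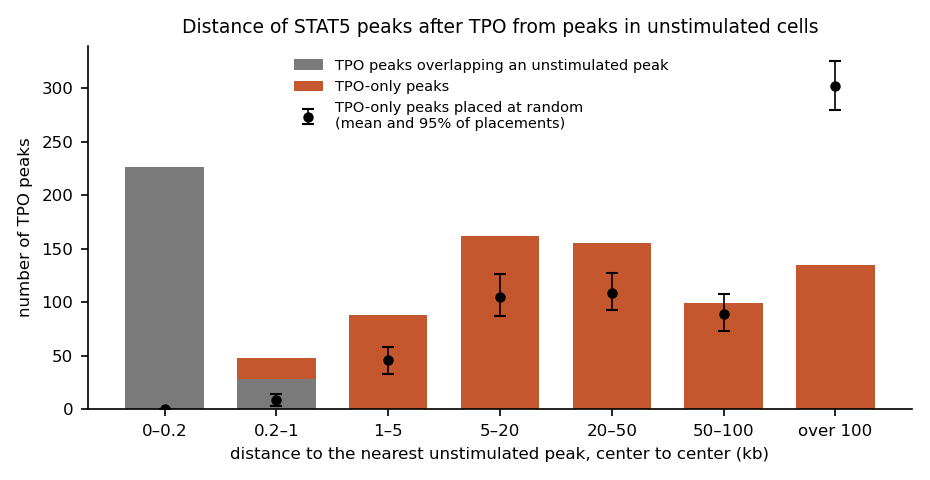
Number of TPO peaks (vertical axis) by the distance from their center to the nearest center of an unstimulated peak (kb, horizontal axis), 1 library per condition. Bars are stacked counts of TPO peaks that overlap an unstimulated peak and of TPO-only peaks, and points with error bars are the mean and 95% range of TPO-only peaks placed at random relative to genes. TPO-only peaks exceed the placed peaks at distances under 50 kb and fall short of them over 100 kb.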

**Figure 2:**
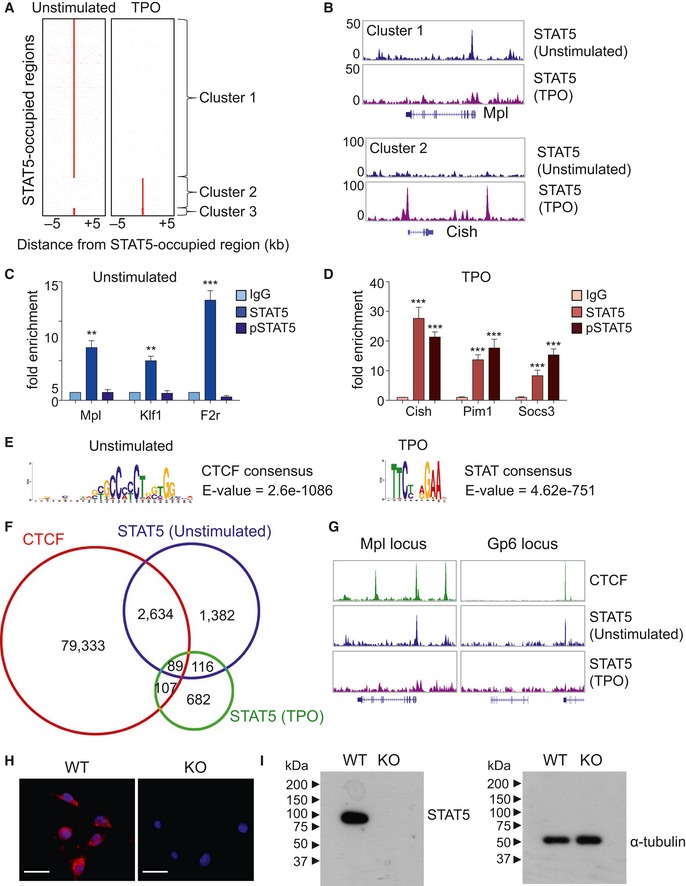
TPO stimulation results in genome‐wide redistribution of STAT5 ASummary of ChIP‐Seq results obtained using HPC7 cells and an antibody to total STAT5. For each STAT5‐occupied region, the occupancy of STAT5 in unstimulated (*T* = 0 min) and in TPO‐stimulated (*T* = 30 min) cells is indicated within a 5‐kb window centered on the total STAT5‐bound region.BExamples of loci containing ChIP‐Seq peaks from cluster 1 (i.e., uSTAT5 peaks) or cluster 2 (i.e., pSTAT5 peaks) showing the loss of the former and appearance of the latter following TPO stimulation.C, DChIP‐Seq results were validated by ChIP‐qPCR using antibodies against total STAT5 or pSTAT5. Data represented as means ± SD of three independent experiments. Two‐tailed Student's *t*‐test; **P < 0.01; ***P < 0.001.E
*De novo* motif discovery using MEME with STAT5‐binding sites as input. The most significantly enriched motifs in unstimulated and TPO‐treated HPC7 cells are shown.FVenn diagram showing the overlap between STAT5 and CTCF binding.GChIP‐Seq genome browser views showing colocalization of uSTAT5 binding with CTCF.HImmunofluorescence analysis of STAT5 wild‐type and knockout MEFs with 4′,6‐diamidino‐2‐phenylindole (DAPI) staining (blue) and staining with anti‐STAT5 antibody (red). Scale bars represent 25 μm.IWestern blot analysis of cell lysates isolated from STAT5 wild‐type and knockout MEFs. Source data are available online for this figure.

**Figure EV2:**
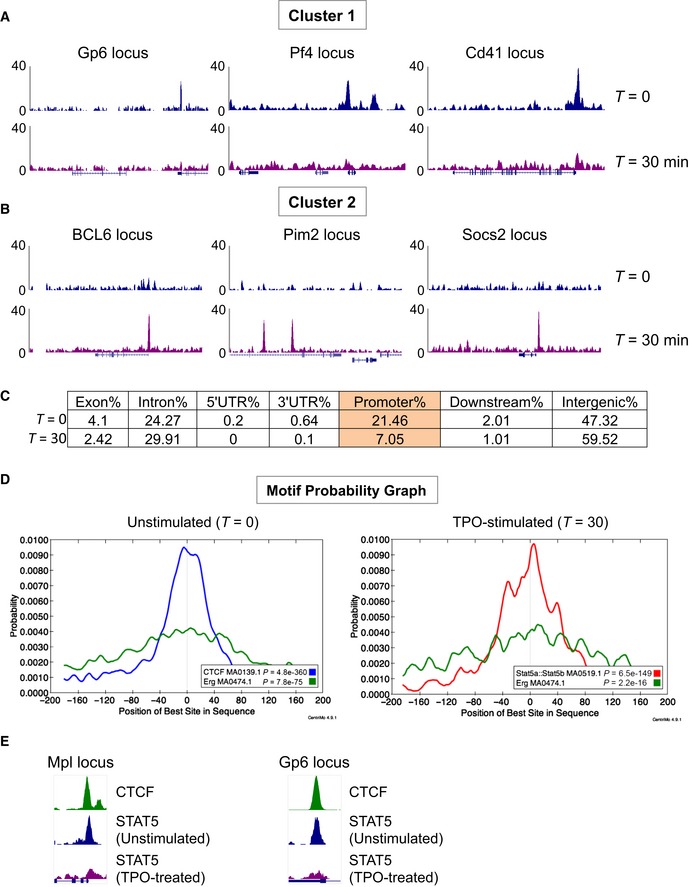
Redistribution of STAT5 following TPO stimulation A,BExamples of cluster 1 and cluster 2 ChIP‐Seq peaks. Raw ChIP‐Seq reads were converted to density plots and displayed as custom tracks on the UCSC genome browser.CGenomic distribution of STAT5 binding sites identified by ChIP‐Seq was determined using CEAS (*cis*‐regulatory element annotation system) (Shin *et al*, 2009).DCentriMo analysis of STAT5 ChIP‐Seq peak regions (400 bp) showing that the CTCF and ERG motifs are centrally located in uSTAT5 peaks and STAT5 and ERG motifs are centrally located in pSTAT5 peaks.EBlow‐ups of CTCF/uSTAT5 peaks around Mpl and Gp6 locus.

To investigate whether the STAT5 redistribution occurs in a sequence‐specific manner, DNA sequences associated with STAT5 peaks were analyzed using MEME (Bailey *et al*, 2009). As expected, the most enriched motif in TPO‐stimulated cells (containing pSTAT5) was a STAT consensus‐binding site or GAS motif (Fig 2E and Appendix Table S1). In marked contrast, the most enriched motif in unstimulated cells (containing only uSTAT5) was a CTCF‐binding site (Fig 2E and Appendix Table S1), which was centrally located within regions bound by STAT5 (Fig EV2D). Our STAT5 ChIP‐Seq results were then compared to previously reported CTCF ChIP‐Seq data in HPC7 cells (Calero‐Nieto *et al*, 2014). Approximately two‐thirds (64%) of the uSTAT5 peaks present in unstimulated cells colocalized with CTCF peaks, and the vast majority (97%) of these STAT5 peaks were lost following TPO treatment (Figs 2F and G, and EV2E). To exclude the possibility that the STAT5 antibody recognizes non‐specific proteins, we tested antibody specificity using Western blotting and immunofluorescence assays on STAT5‐null MEFs. The absence of immunoreactivity in STAT5‐null samples clearly demonstrates that the STAT5 antibody used in this study is specific to STAT5 proteins (Fig 2H and I). Together, these results demonstrate that TPO stimulation is accompanied by a striking redistribution of STAT5 binding with the loss of uSTAT5 binding to CTCF sites and the recruitment of pSTAT5 to consensus STAT sites.

### uSTAT5 represses a transcriptional program associated with megakaryopoiesis

To explore the biological significance of the genomic regions bound by both uSTAT5 and CTCF, we used the GREAT program (McLean *et al*, 2010). 

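Genes of several functions were frequent among genes mapped to STAT5 peaks of unstimulated cells, those of platelets and of blood transcription factors among them. Canonical STAT5 targets (percentile 99.995), cell cycle genes (percentile 99.85) and apoptosis and survival genes (percentile 99.8) also were. Several lists share members, such as Myc and Mcl1. The STAT5 target list and the megakaryocyte and platelet list also hold genes that the paper names from these data. The percentiles are therefore independent neither of each other nor of the paper. The random lists were not matched on expression, so a high count common to genes expressed in these cells cannot be told apart. The CTCF peaks were not used here, so all unstimulated peaks were taken together. Of the megakaryocyte and platelet genes, 18 of 30 (60.0%) were mapped, where random lists matched on gene length gave a mean of 9.56 genes (percentile 99.9). They included the integrin genes Itgb3 and Itga6, the platelet receptor genes Gp1ba and P2rx1, and Treml1, which encodes a receptor of platelet granules. Of 23 hematopoietic transcription factor genes, 20 were mapped, among them Gata1, Gata2, Tal1, Nfe2, Erg and Gfi1b, against a mean of 7.95. Erythroid genes reached 7 of 22 (mean 6.59), granulocyte and macrophage genes 6 of 20 (mean 5.29) and lymphoid genes 10 of 28 (mean 8.79). All of these were within the range of random lists. Immune signaling genes were also frequent at 18 of 30 (mean 10.5), but with peaks mapped only to gene ends within 10,000 bp they fell to 14 (percentile 90.1). Of the lists used for comparison, liver genes reached 2 of 20 (mean 6.54) and neuronal genes 5 of 21 (mean 7.79, percentile 10.7). After TPO, 2 immune signaling genes were mapped, Il2ra and the NF-κB subunit gene Nfkb1 (mean 0.924, percentile 85.5), and no lymphoid gene. Hematopoietic transcription factors reached 4 of 23 after TPO (mean 0.904, percentile 99.4), namely Fli1, Ikzf1, Meis1 and Runx1, but 1 with the nearest gene alone (percentile 76.9). Plek, Selp, Slamf1 and Treml1 were the 4 megakaryocyte and platelet genes mapped to TPO peaks (mean 0.791, percentile 99.6), and with the nearest gene alone this became 2 genes (percentile 94.3). To allow for the shorter TPO list, an equal number of unstimulated peaks was drawn at random 1000 times. Draws of this size reached a mean of 3.76% of protein-coding genes and the TPO list 2.68%, so they did not equalize the genes reached. The draws mapped a mean of 2.75 megakaryocyte and platelet genes (95% of draws 0 to 6), which includes the number found after TPO. For hematopoietic transcription factors they gave a mean of 3.79 (1 to 7), close to the number after TPO. For canonical STAT5 targets they gave a mean of 3.12 and at most 8, below the number mapped to TPO peaks.

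**Figure D5:**
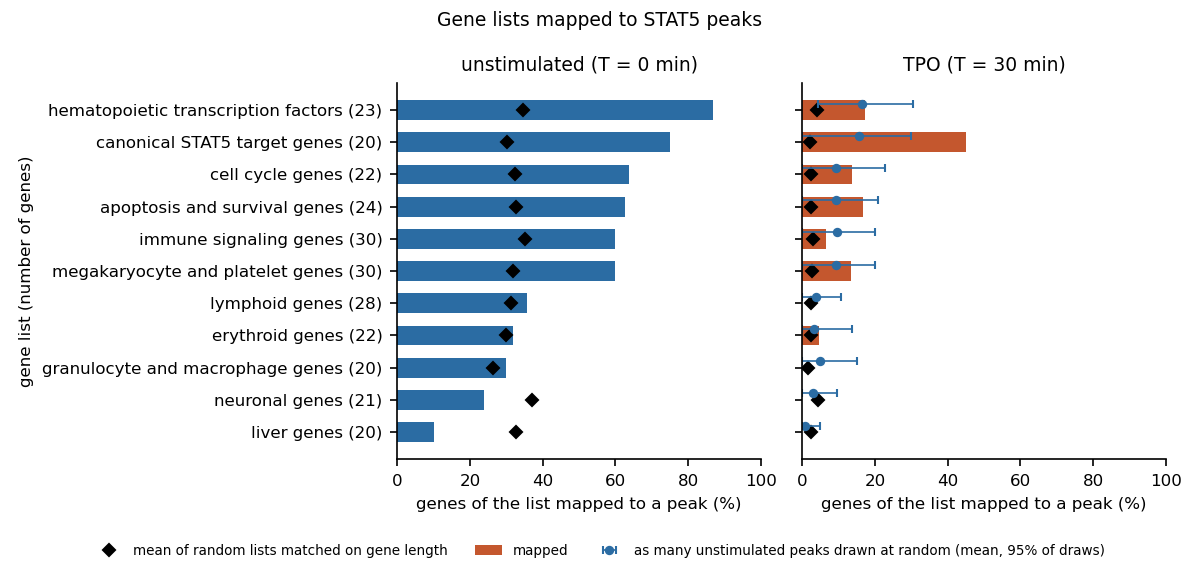
Share of the genes in each list (%, horizontal axes) that was mapped to a STAT5 peak in unstimulated (left) and TPO-treated (right) HPC7 cells, 1 library each. Bars are observed shares, diamonds are means of 10,000 random lists matched on gene length, and circles with error bars are means and 95% ranges of draws of unstimulated peaks equal in number to the TPO list. Of the TPO bars, only that of canonical STAT5 target genes lies above the range of the draws. The draws reach more protein-coding genes than the TPO list (mean 3.76% against 2.68%).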

GREAT analysis for the 2,723 regions bound by uSTAT5 and CTCF revealed strong enrichment for genes associated with hematopoiesis, especially megakaryocyte and platelet development, whereas the 994 regions bound by pSTAT5 were enriched for a variety of immunological functions (Fig EV3A).

**Figure EV3:**
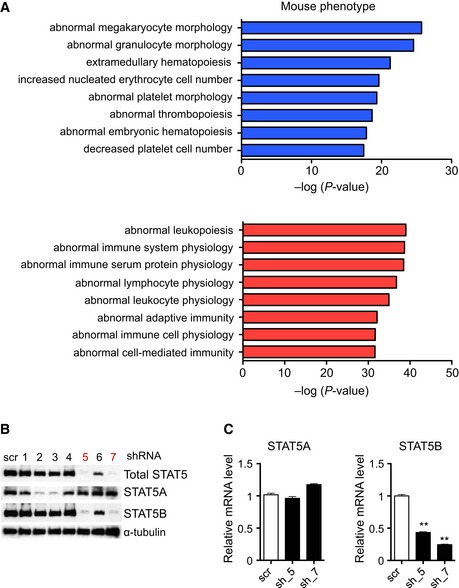
Analysis of uSTAT5 function AGREAT analysis was performed on the genomic regions bound by both uSTAT5 and CTCF (blue) and those bound by pSTAT5 (red).B, CKnockdown efficiency of 7 independent STAT5 shRNAs (shRNA 1–7) was assessed by Western blot analysis (B) and quantitative RT–PCR (C). Data represent mean ± SD; *n* = 3; two‐tailed Student's *t*‐test; **P < 0.01.

To further investigate the transcriptional consequences of uSTAT5 binding, shRNA‐mediated STAT5 knockdown was performed in self‐renewing HPC7 cells, which do not express detectable level of pSTAT5 (Figs 1C and 3A). Two different shRNA constructs markedly reduced levels of total STAT5 (Fig 3A) together with protein and transcript levels of STAT5B, but not STAT5A (Fig EV3B and C), indicating that STAT5B is the major STAT5 protein expressed in HPC7 cells. Knockdown of STAT5 resulted in differential expression of 1,029 genes (367 upregulated; 662 downregulated; FDR <0.001; fold change >1.5). Of note, we observed no significant change in the transcript levels of the canonical STAT5 target genes, including Cish and Socs2, indicating that these changes observed are a consequence of depleting uSTAT5.

**Figure 3:**
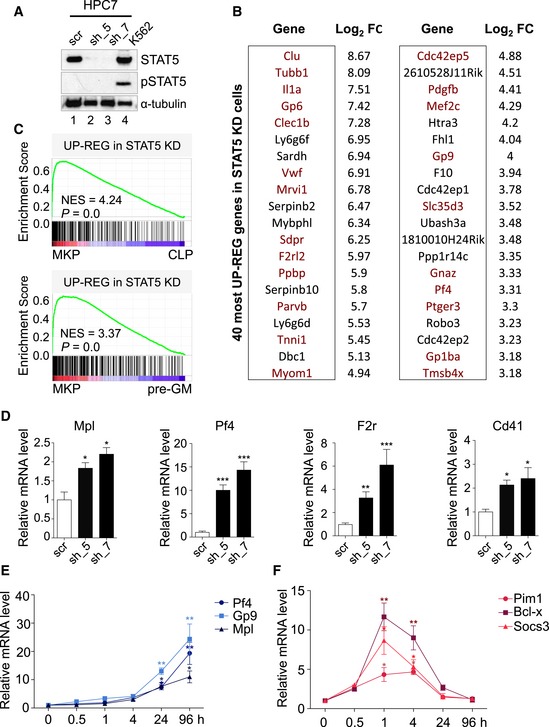
uSTAT5 depletion activates a megakaryocytic transcriptional program AWestern blot analysis showing an efficient knockdown of uSTAT5 in HPC7 cells on day 3 after infection.BRNA‐Seq analysis following uSTAT5 depletion by shRNA_7 in HPC7 cells grown in SCF. The 40 most upregulated genes following uSTAT5 knockdown are illustrated. Genes upregulated during megakaryopoiesis are indicated in red.CGene set enrichment analysis showing a significant enrichment of a megakaryocyte progenitor (MKP, Lin^−^Sca1^−^Kit^+^Itga2b^+^Slamf1^+^) signature in STAT5‐knockdown cells. CLP, common lymphoid progenitor (Lin^−^Sca1^low^Kit^low^IL7r^+^Flk2^+^); pre‐GM, pre‐granulocyte/macrophage progenitors (Lin^−^Sca1^−^Kit^+^Itga2b^−^FcgR^low^Slamf1^−^Eng^low^); NES, normalized enrichment score.DQuantitative RT–PCR confirmed upregulation of uSTAT5 target genes following uSTAT5 depletion. Relative RNA levels were normalized to 18S rRNA. Bar graphs represent means ± SD of three independent experiments. Two‐tailed Student's *t*‐test; *P < 0.05; **P < 0.01; ***P < 0.001.E, FKinetics of the upregulation of uSTAT5 (E) and pSTAT5 (F) target genes following TPO stimulation. Mean ± SD; *n* = 3; two‐tailed Student's *t*‐test; a significant difference from time 0: *P < 0.05; **P < 0.01. Source data are available online for this figure.

Several complementary lines of evidence indicate that uSTAT5 depletion resulted in upregulation of a transcriptional program associated with megakaryopoiesis. (i) Of the 40 most highly upregulated genes following STAT5 knockdown, at least 23 genes are reported to be highly expressed in megakaryocytes and platelets (Fig 3B). (ii) Gene set enrichment analysis (GSEA) using microarray data for distinct hematopoietic progenitors (Pronk *et al*, 2007) showed that genes upregulated by uSTAT5 knockdown were significantly enriched in megakaryocytic progenitors (Fig 3C), whereas downregulated genes were more highly expressed in common lymphoid progenitors or pre‐granulocyte/monocyte progenitors (Fig EV4A). (iii) Gene ontology (GO) analysis showed that transcripts upregulated by uSTAT5 depletion were enriched in genes involved in blood coagulation and hemostasis (Fig EV4B) and included several megakaryocyte/platelet genes (e.g., Vwf, Gp9, and Pf4). By contrast, transcripts downregulated by uSTAT5 depletion were enriched in genes involved in lymphocyte activation and differentiation (Fig EV4C).

**Figure EV4:**
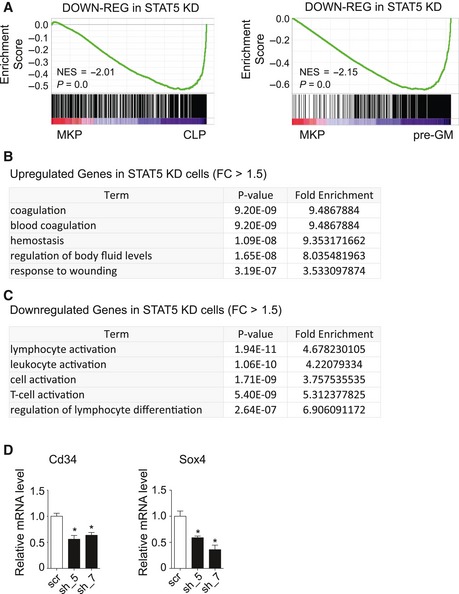
Transcriptional consequences of uSTAT5 depletion AGene set enrichment analysis (GSEA) of genes downregulated by STAT5 depletion shows a significant enrichment of genes expressed in common lymphoid progenitor (CLP) and in pre‐granulocyte and macrophage progenitor (pre‐GM).B, CGene ontology analysis (using DAVID) of genes upregulated (B) and downregulated (C) by uSTAT5 depletion. *P*‐values are raw *P*‐values from binominal test.DQuantitative RT–PCR was performed to validate uSTAT5 target genes. Expression was normalized to 18S rRNA. Histograms represent mean ± SD from three independent experiments. Two‐tailed Student's *t*‐test; *P < 0.05.

Approximately 32% (117 of 367) of upregulated transcripts and 31% (203 of 662) of downregulated transcripts were annotated to uSTAT5 peaks, indicating that they represent direct uSTAT5 targets. Altered expression was confirmed by quantitative RT–PCR for 6 of 6 direct target genes tested (Figs 3D and EV4D), including multiple genes implicated in megakaryopoiesis. Moreover, those megakaryocytic genes (e.g., Mpl, Gp9, and Pf4) were also upregulated by TPO stimulation (Fig 3E). The transcriptional response to TPO of uSTAT5 targets was slower and more prolonged than that of canonical pSTAT5 targets (Fig 3E and F).

Together, these results reveal two distinct transcriptional programs, both triggered by TPO and directly regulated by STAT5. One is driven by pSTAT5 and includes canonical STAT target genes that regulate processes including cell survival and proliferation (e.g., Bcl‐x and Pim1). 

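Pim1 and Bcl2l1 (which encodes Bcl-x) both carried STAT5 peaks after TPO, and these peaks overlapped peaks of unstimulated cells. Pim1 encodes a kinase that promotes survival and lies on chromosome 17 from 29490785 to 29496111. Its TPO peaks were centered 2109 and 4851 bp past its higher end and overlapped unstimulated peaks by 346 and 380 bp. Another unstimulated peak lay inside the gene, 2168 bp from its lower end. Bcl2l1 encodes an inhibitor of apoptosis (chromosome 2, 152758732 to 152833803) and had TPO peaks inside the gene at 152789470 to 152789869 and at 152830147 to 152830546. They shared 380 and 58 bp with unstimulated peaks. Of 24 apoptosis and survival genes, 4 were mapped to TPO peaks (Bcl2, Bcl2l1, Casp8 and Pim1), where random lists gave a mean of 0.601, and 15 to unstimulated peaks (mean 7.84). Of 22 cell cycle genes, 3 were mapped after TPO (Cdc25a, Cdk6 and Cdkn1a; mean 0.550), and 14 before (mean 7.12). Draws of unstimulated peaks equal in number to the TPO list gave means of 2.20 apoptosis and survival genes and 2.06 cell cycle genes (95% of draws 0 to 5 for both), which include the numbers after TPO. Such draws reached more protein-coding genes than the TPO list did (mean 3.76% against 2.68%). With the nearest gene alone, none of the cell cycle genes was mapped to a TPO peak. Every gene of these lists that was mapped after TPO was also mapped before it, as were 76.9% of all protein-coding genes mapped after TPO. The peaks of Bcl2, Cdc25a and Cdk6 after TPO did not overlap those before it. Pim1, Bcl2l1 and Cdkn1a are also in the list of canonical STAT5 targets, so these counts are not independent of the count for that list.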

The second was previously unrecognized and is regulated by uSTAT5 which represses multiple megakaryocytic genes.

### uSTAT5 inhibits megakaryocytic differentiation

Consistent with our gene expression data, uSTAT5 depletion resulted in increased numbers of cells with megakaryocytic features including increased size, expression of acetylcholinesterase (Fig 4A and B), increased nuclear ploidy (Fig 4C), and increased expression of CD41 and CD61 (Fig 4D). Importantly, these changes were observed despite the continued presence of SCF and absence of TPO, conditions that limit megakaryocytic differentiation. To examine the effects of increasing uSTAT5 levels on megakaryocyte differentiation, we employed a STAT5B mutant (Y699F) that lacks the key tyrosine phosphorylation site (Fig 4E and F). Compared to cells infected with empty vector (EV) or WT, cells expressing the Y699F mutant exhibited attenuated differentiation into megakaryocytes (Fig 4G–I). We considered the possibility that the Y699F mutant might act in a dominant negative manner to inhibit tyrosine phosphorylation or function of endogenous STAT5. However, pSTAT5 levels in cells expressing the Y699F mutant were similar to those in control cells infected with empty vector (Fig 4F). Moreover, transcript levels of pSTAT5 target genes were not altered by expression of the Y699F mutant, suggesting that Y694F did not affect the function of pSTAT5, including dimerization of pSTAT5 and/or pSTAT5 binding to its target genes (Fig 4J, compare EV with Y699F), whereas multiple uSTAT5 target genes were repressed following introduction of the Y699F mutant (Fig 4K, compare EV with Y699F). Our results therefore indicate that expression of the Y699F mutant inhibited megakaryocytic differentiation by increasing uSTAT5 activity.

**Figure 4:**
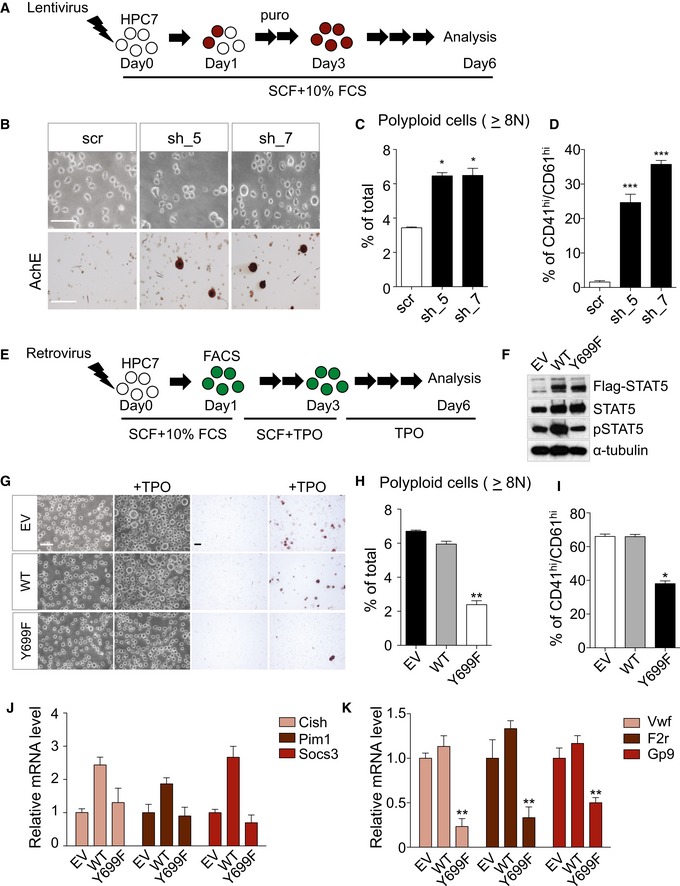
uSTAT5 represses megakaryocytic differentiation Schematic diagram of lentiviral uSTAT5 knockdown in HPC7 cells.Depletion of uSTAT5 was accompanied by the appearance of large cells that stain positively for acetylcholinesterase (AchE). Scrambled shRNA (scr), shSTAT5_5 (sh_5), or shSTAT5_7 (sh_7). Scale bars represent 25 μm. Increased percentage of polyploid cells following uSTAT5 depletion.Increased percentage of cells expressing high levels of CD41 and CD61 following uSTAT5 depletion.Strategy for assessing the effect of increasing uSTAT5 on megakaryocytic differentiation of HPC7 cells.Western blot analysis of HPC7 cells expressing empty vector (EV), wild‐type STAT5B (WT), or mutant STAT5B (Y699F). EV‐ and Y699F‐expressing cells exhibit similar levels of STAT5 phosphorylation following TPO treatment (100 ng/ml for 30 min).Expression of the Y699F mutant repressed the appearance of large cells that stained for acetylcholinesterase (AchE). Scale bars represent 25 μm.The Y699F mutant increased the percentage of polyploidy cells.The Y699F mutant increased the percentage of cells expressing high levels of CD41 and CD61.Quantitative RT–PCR showing that the Y699F mutant did not alter the induction of pSTAT5 target genes by endogenous pSTAT5 following TPO stimulation (100 ng/ml for 30 min).Quantitative RT–PCR showing that the Y699F mutant repressed the induction of uSTAT5 target genes following TPO treatment.Data information: Bar graphs represent mean ± SD from three independent experiments. Two‐tailed Student's *t*‐test; *P < 0.05; **P < 0.01; ***P < 0.001.Source data are available online for this figure.

To extend these findings to primary cells, lentiviral shRNA constructs were used to deplete STAT5 in mouse bone marrow LSK cells (Fig EV5A). Consistent with our results using HPC7 cells, the depletion of STAT5 was associated with enhanced megakaryocyte differentiation including an increased proportion of cells expressing CD41/CD61 (Fig EV5B) and increased expression of multiple megakaryocyte‐affiliated genes (Fig EV5C). Conversely, retroviral expression of the STAT5B Y699F mutant was accompanied by attenuated megakaryocytic differentiation of LSK cells grown in TPO (Fig EV5D and E) and reduced expression of multiple megakaryocyte‐affiliated genes (Fig EV5F). Together, these knockdown and overexpression studies demonstrate that uSTAT5 inhibits megakaryocytic differentiation of hematopoietic stem and progenitor cells.

**Figure EV5:**
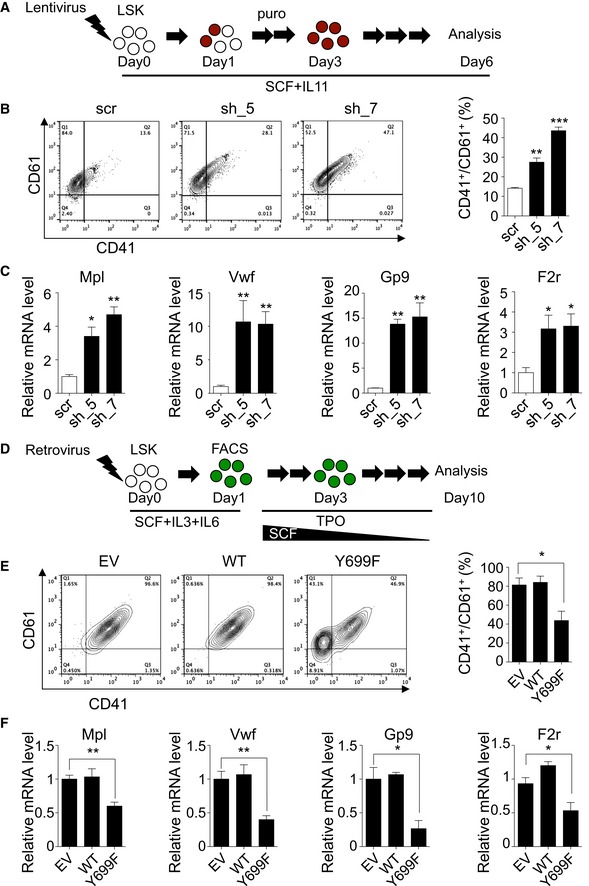
uSTAT5 represses megakaryocytic differentiation of bone marrow LSK cells Schematic diagram of uSTAT5 knockdown in Lin^−^Sca‐1^+^cKit^+^ (LSK) cells.Flow cytometric analysis showing that uSTAT5 depletion increased the percentage of CD41^+^CD61^+^ megakaryocytic cells. Bar graph shows mean percentages ± SD of CD41^+^CD61^+^ cells from three independent experiments.Quantitative RT–PCR shows upregulation of megakaryocytic genes following uSTAT5 depletion. Histograms represent means ± SDs from three independent experiments.Strategy for assessing the effect of increasing uSTAT5 on megakaryocytic differentiation of LSK cells.Flow cytometric analysis showing that the percentage of CD41^+^CD61^+^ megakaryocytic cells was reduced following the expression of STAT5B Y699F mutant. Histogram shows mean percentages ± SD from three independent experiments.Quantitative RT–PCR shows downregulation of megakaryocyte genes following the expression of STAT5B Y699F mutant compared to EV. Transcript levels were normalized to 18S rRNA. Histograms represent mean ± SD from three independent experiments.Data information: Two‐tailed Student's *t*‐test; *P < 0.05; **P < 0.01; ***P < 0.001.

### uSTAT5 antagonizes ERG binding

Combinatorial binding of transcription factors provides a lineage‐specific regulatory code. We therefore hypothesized that uSTAT5 might modulate the megakaryocytic transcriptional program by interacting with other transcription factors known to influence megakaryopoiesis. Genome‐wide binding of uSTAT5 was compared with ChIP‐Seq datasets, generated using HPC7 cells, for 10 key hematopoietic transcription factors (Wilson *et al*, 2010) including 5 implicated in megakaryocytic differentiation (FLI1, ERG, SCL, GATA2, and RUNX1). Clustering of the global occupancy patterns revealed that uSTAT5 binding events were strongly correlated with CTCF and also with ERG, Fli1, and SCL (Fig 5A). Strikingly, approximately 75% of the sites bound by uSTAT5 and CTCF were also occupied by ERG (Fig 5B and Appendix Fig S1A), an ETS family transcription factor known to regulate hematopoietic stem cell self‐renewal and megakaryopoiesis (Loughran *et al*, 2008; Ng *et al*, 2011). Moreover, an ETS‐binding motif was the second most enriched motif within uSTAT5 peaks (Appendix Table S1). Using the SPAMO program (Whitington *et al*, 2011), we found that the CTCF and ETS motifs were frequently separated by 7 bp (*P* = 8.3e‐22; Appendix Fig S1B), indicating a possible interaction between proteins binding to these two sites.

**Figure 5:**
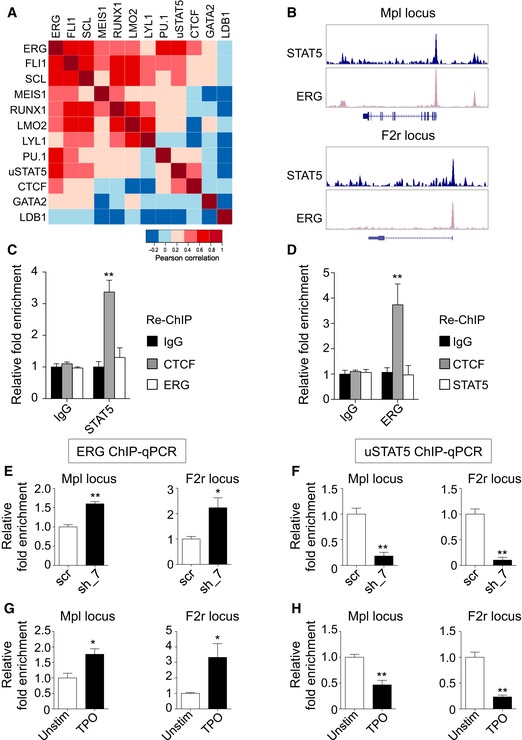
uSTAT5 binding highly colocalizes with ERG binding AHeatmap showing hierarchical clustering of pairwise peak overlap of HPC7 ChIP‐Seq data, red representing positive Pearson's correlation coefficient values and blue representing negative correlation coefficients.BExamples of ChIP‐Seq genome browser views showing colocalization of uSTAT5 binding with ERG.CChIP‐reChIP experiment using HPC7 cells grown in SCF‐containing media. An antibody to total STAT5 or control IgG was used for the first pull‐down and an antibody to CTCF or ERG was used for the second pull‐down.DChIP‐reChIP experiment using HPC7 cells grown in SCF‐containing media. An antibody to ERG or control IgG was used for the first pull‐down and an antibody to CTCF or STAT5 was used for the second pull‐down.E–HChIP‐qPCR showing an increased enrichment of ERG binding sites at Mpl or F2r loci following STAT5 knockdown (E) or stimulation with TPO (G). ChIP‐qPCR showing decreased uSTAT5 binding at Mpl and F2r loci after STAT5 knockdown (F) or following TPO treatment (H).Data information: All bar graphs represent mean ± SD; *n* = 3; two‐tailed Student's *t*‐test; *P < 0.05; **P < 0.01.

To investigate whether ERG and uSTAT5 cooperate or compete at shared target sites, ChIP‐reChIP experiments were performed to determine whether they bind to the same DNA molecules. Using HPC7 cells grown in self‐renewal conditions, chromatin regions precipitated by an antibody to STAT5 were subsequently precipitated by an antibody to CTCF, but not by one to ERG (Fig 5C). Moreover, chromatin regions precipitated by an antibody to ERG were subsequently precipitated by an antibody to CTCF, but not by one to STAT5 (Fig 5D). These results indicate that the observed colocalization reflects mutually exclusive binding of uSTAT5 and ERG to a given CTCF‐binding region. Consistent with this interpretation, the depletion of uSTAT5 by shRNA‐mediated knockdown in self‐renewing HPC7 cells was accompanied by reduced uSTAT5 binding and concomitant increased ERG binding to target sites within the Mpl and F2r loci (Fig 5E and F). There was no alteration of ERG binding at the Med8 locus, an ERG target gene with no colocalization of STAT5 and ERG peaks (Appendix Fig S1C). Importantly, TPO stimulation of HPC7 cells also resulted in reduced binding of uSTAT5 and increased recruitment of ERG at the Mpl and F2r loci (Fig 5G and H). The TPO‐induced reduction in uSTAT5 binding remained evident 24 h after TPO stimulation despite the fact that pSTAT5 induction is much more transient (Fig 1D), indicating that the loss of uSTAT5 is not rapidly reversible.

Taken together, these data indicate that prior to the addition of TPO, uSTAT5 antagonizes ERG activity by restricting its access to megakaryocytic target genes and that TPO‐induced loss of uSTAT5 binding functions as a molecular switch (Fig 6).

**Figure 6:**
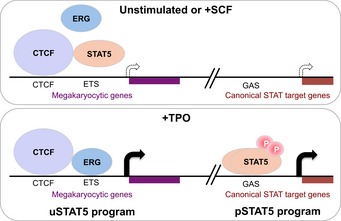
Tyrosine‐unphosphorylated STAT5 represses a thrombopoietin‐inducible megakaryocytic transcriptional program Model illustrating the dual STAT5‐mediated transcriptional consequences of TPO stimulation: the loss of repression by uSTAT5 of a megakaryocytic program with the concomitant activation of canonical pSTAT target genes.

## Discussion

Here, we show for the first time that cytokine‐mediated differentiation reflects the loss of a uSTAT transcriptional program. Using a tractable cellular system, which permits analysis of endogenous uSTAT5 function in the absence of pSTAT5, we demonstrate the existence of an uSTAT5 program which represses megakaryocyte‐affiliated genes and which is alleviated by TPO‐stimulated phosphorylation of STAT5.

Two aspects of our results are of particular significance. Firstly, they reveal a novel mechanism whereby a lineage‐specific cytokine modulates JAK/STAT signaling and thus triggers a lineage‐affiliated transcriptional program. uSTAT5 colocalizes with three megakaryocytic transcription factors (ERG, FLI1, and SCL) and, at megakaryocytic loci, TPO triggers a loss of uSTAT5 accompanied by increased ERG recruitment. ERG and FLI1 have overlapping essential functions in the formation of megakaryocytes and platelets (Hart *et al*, 2000; Loughran *et al*, 2008; Kruse *et al*, 2009) and play a central role in the transcriptional network that regulates megakaryopoiesis. Coordinate binding of a heptad of transcription factors (including ERG and FLI1) has been demonstrated in HPC7 cells (Wilson *et al*, 2010), and regions bound by the heptad, which contained GATA and ETS sites, were associated with primed or low‐level expression of megakaryocytic genes in murine hematopoietic stem/progenitor cells, with GATA2 replaced by GATA1 at a subset of loci during megakaryocytic differentiation (Pimkin *et al*, 2014). Interestingly, we did not identify GATA‐binding sites in the vicinity of uSTAT5 peaks, suggesting that the regulatory elements bound by uSTAT5 are distinct from those previously shown to bind GATA1 and GATA2.

Secondly, we demonstrate that uSTAT5 unexpectedly colocalizes with CTCF, thus revealing a potential link between JAK/STAT signaling and nuclear topology. CTCF is an architectural protein that mediates interactions between distant genomic sites, frequently in collaboration with cohesin. As a consequence, it influences transcription by modulating promoter–enhancer interactions (Ong & Corces, 2014), transcriptional pausing (Stadhouders *et al*, 2012; Paredes *et al*, 2013), and alternative splicing (Shukla *et al*, 2011). Moreover, CTCF and cohesin play a key role in compartmentalizing the genomes of higher eukaryotes into functional domains (Nora *et al*, 2012; Seitan *et al*, 2013; Sofueva *et al*, 2013; Zuin *et al*, 2014). It is not yet clear how uSTAT5 is recruited to a specific subset of CTCF‐binding sites. Co‐immunoprecipitation studies using endogenous or exogenous proteins did not identify an interaction between uSTAT5 and CTCF (data not shown), and it therefore seems likely that uSTAT5 is recruited by one of the multiple proteins known to interact with CTCF (Ong & Corces, 2014).

Previously published STAT5 ChIP‐Seq studies did not provide deep sequencing data for the unstimulated condition. However Hirahara *et al* (2015) recently reported binding profiles for STAT3 in unstimulated T cells, as well as T cells stimulated with IL‐6 and IL‐27. Of note, they showed in their Fig 6A that over 900 peaks are present in the unstimulated condition and go away with both IL‐6 and IL‐27 stimulation. The authors of this paper make no comment about these peaks and do not investigate them further. In the context of our paper, it seemed likely that at least some of these peaks will correspond to binding by tyrosine‐unphosphorylated STAT3 and may therefore not show enrichment of the GAS STAT consensus‐binding site. To investigate this further, we downloaded and reanalyzed their raw data. As already noted by Hirahara *et al*, approximately 60% of STAT3‐occupied regions showed no change following IL‐6 or IL‐27 stimulation. The remaining peaks showed dynamic changes in STAT3 occupancy (Appendix Fig S2). Importantly, 902 peaks were specific to unstimulated cells (Appendix Fig S2, cluster 4). Moreover, peaks specific to unstimulated cells show much lower prevalence of the GAS motif than those peaks appeared after cytokine stimulation. This analysis therefore is consistent with uSTAT3 binding in primary hematopoietic cells and suggests that our model applies to other Stat proteins in a different cell lineage.

Our results also have broad implications for both normal hematopoiesis and the pathogenesis of leukemia. Hematopoietic stem/progenitor cells are characterized by promiscuous expression of genes affiliated to multiple lineages, a phenomenon termed lineage priming (Cross & Enver, 1997; Enver & Greaves, 1998), and it has recently been reported that a subset of hematopoietic stem cells is primed to undergo megakaryocytic differentiation (Sanjuan‐Pla *et al*, 2013; Yamamoto *et al*, 2013). We demonstrate that uSTAT5 functions as a transcriptional switch, which mediates TPO‐induced upregulation of a poised megakaryocytic program. Multiple hematological malignancies harbor somatic mutations, which increase JAK/STAT signaling (Chen *et al*, 2012; Vainchenker & Constantinescu, 2013); our data indicate that expression of uSTAT5 target genes will be modulated by such mutations and are likely to contribute to the neoplastic phenotype. Increased expression of ERG causes myeloid leukemias in mice (Goldberg *et al*, 2013) and is associated with poor outcome in human AML (Tursky *et al*, 2015); genome‐wide loss of uSTAT5 binding may therefore contribute to the leukemogenic consequences of JAK/STAT activation by increasing access of ETS factors to their target genes. Lastly, the discovery of a uSTAT5 transcriptional program has major implications for the development of therapeutic STAT5 inhibitors, most of which currently target only pSTAT5 (Furqan *et al*, 2013).

## Materials and Methods

### Isolation of LSK cells

Bone marrow cells were collected from 6‐ to 12‐week‐old C57BL/6 mice. Lineage‐positive cells were depleted by using EasySep^™^ Mouse Hematopoietic Progenitor Cell Enrichment Kit (STEMCELL Technologies). The remaining cells were stained with antibodies against PE‐conjugated Sca‐1 and APC‐cy7‐conjugated c‐Kit (eBioscience) followed by fluorescence‐activated cell sorter (FACS) purification.

### HPC7 cell culture

HPC7 cells were grown in IMDM (Gibco‐Life Technologies) supplemented with 10% fetal calf serum (FBS), 10% SCF‐conditioned media, 1% L‐glutamine, 1% penicillin/streptomycin, and 74.8 μM MTG (Sigma) (Pinto do *et al*, 1998). For serum starvation and TPO stimulation, cells were counted, spun down at 1,000 rpm for 5 min, washed twice in PBS, resuspended at 1 × 10^6^ cells/ml in StemSpan SFEM (STEMCELL Technologies), and incubated for 4 h. To activate STAT5, we used recombinant murine thrombopoietin (TPO, Peprotech) at 100 ng/ml for 30 min unless indicated otherwise.

### Megakaryocytic differentiation

HPC7 cells were resuspended at 5 × 10^5^ cells/ml in CellGro media (CellGenix) containing SCF (20 ng/ml) and TPO (100 ng/ml) for 2 days, and then SCF was removed, while TPO remained for an additional 5 days (Dumon *et al*, 2012). For AchE staining, cells were adhered to glass slides by cytospin and stained using AchE staining kit (MBL International) according to the manufacturer's instruction. For ploidy analysis, cells were harvested and fixed with 70% ethanol. The cells were washed twice with PBS and incubated in PI/RNase staining buffer (BD Bioscience) containing 0.1% Triton X‐100 for 45 min. The stained samples were analyzed immediately on Cyan flow cytometer. CD41‐ and CD61‐positive cells were determined by flow cytometry performed on Cyan flow cytometer and analyzed using FlowJo software (Tree Star). Antibodies used were FITC‐ or PB‐conjugated CD41 and PE‐ or APC‐conjugated CD61 (eBioscience).

FACS‐sorted mouse bone marrow LSK cells (5 × 10^3^ cells/ml) were cultured in StemSpan SFEM (STEMCELL Technologies) supplemented with SCF (100 ng/ml) and TPO (100 ng/ml) for 2 days and then in StemSpan SFEM supplemented with SCF (20 ng/ml) and TPO (100 ng/ml) for additional 7 days.

### Chromatin immunoprecipitation sequencing (ChIP‐Seq)

Chromatin immunoprecipitation (ChIP) assays were performed as previously described (Forsberg *et al*, 2000; Wilson *et al*, 2010) using antibodies against total STAT5 (Santa Cruz, sc835), ERG (Santa Cruz, sc354x), CTCF (Millipore, 07‐592), and control rabbit IgG (Invitrogen, 9172). ChIP DNA samples were amplified for sequencing with the Illumina Chip‐Seq Sample Prep Kit (Illumina) and sequenced with the Illumina GA2 Genome Analyser platform. The ChIP‐Seq data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE70697.

### Immunofluorescence assay

One‐third of FACS‐sorted LSK cells were directly spun onto the glass slides (freshly isolated). Remaining cells were attached to glass slides by cytospin following incubation in StemSpan SFEM (STEMCELL Technologies) for 4 h (Starved) and subsequent TPO (100 ng/ml) stimulation for 30 min (TPO treated). Staining for total STAT5 (Santa Cruz, sc835) and phospho‐STAT5 (Cell Signaling, 9314) was carried out after fixation and permeabilization. The cell nuclei were counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI). To quantify fluorescence, at least 10 fields were randomly selected and quantified on image analyzer (Image J, NIH). Briefly, each nucleus was outlined from thresholded images of the DAPI channel and this was then superimposed onto the corresponding fluorescent image of the same nucleus. In each nucleus, the average pixel intensity (API) per unit area was calculated. The same outline of each nucleus cone was then moved onto an adjacent empty region, and the API of this background was calculated. The API of each background was subtracted from the API of nucleus to calculate the corrected nuclear API.

### Western blotting

Whole‐cell lysates were prepared by resuspending cells in modified RIPA buffer and 2× Laemmli sample buffer (Bio‐Rad). Protein samples were separated by 8% SDS–PAGE and transferred to nitrocellulose membranes (Millipore). The membranes were blocked in TBST containing 3% non‐fat milk prior to incubation with primary antibodies. Detection was performed with horseradish peroxidase (HRP)‐conjugated secondary antibody (BioRad) and enhanced by chemiluminescence (ECL) reagent (Pierce). Image J software was used to analyze the densitometry value of Western blots bands.

### Cell fractionations

Nuclear and cytoplasmic fractions were prepared as previously described (Osborn *et al*, 1989). Briefly, cells were washed twice with PBS and once in Buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM DTT and protease inhibitor cocktail). Cells were then pelleted and resuspended in Buffer A with 0.1% NP‐40 and incubated on ice for 10 min. The supernatant containing the cytoplasmic fraction was collected by centrifugation, and the pellet was resuspended in an equal volume (relative to the cytoplasmic extract) of Buffer B (20 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 300 mM NaCl, 0.5 mM DTT, 25% glycerol, 0.2 mM EDTA, and protease inhibitor cocktail). To extract chromatin‐bound proteins, Pierce Universal Nuclease (Thermo Scientific) was added to the nuclear lysate and incubated for 90 min on ice. Following centrifugation, equal volumes of nuclear and cytoplasmic fractions were analyzed by immunoblotting.

### RNA‐Seq and quantitative RT–PCR

HPC7 cells were infected with lentivirus containing shRNA specific for STAT5. Scrambled shRNA was used as mock controls. Infected cells were selected using puromycin (1 μg/ml) for 2 days and recovered in IMDM supplemented with 10% FBS and 10% SCF‐conditioned media for 24 h. Total RNA was isolated using RNeasy kit (Qiagen) and subjected to RNA sequencing (BGI). The gene expression level was calculated by using RPKM method (Reads Per kb per Million reads). DEseq packages (Wang *et al*, 2010) were used for standardization and identification of differentially expressed genes (Anders & Huber, 2010). We defined the differentially expressed genes that satisfy FDR <0.001 and fold change >1.5. Lineage signatures were analyzed by GSEA (Subramanian *et al*, 2005) using published microarray data of different hematopoietic progenitor cells (Pronk *et al*, 2007). For RT–PCR, total RNA was reverse‐transcribed into first‐strand cDNA using SuperScriptIII First Strand Synthesis Super Mix (Invitrogen) following the manufacturer's instructions. Quantitative RT–PCR was carried out using SYBR Green Brilliant II low Rox on Stratagene Mx3000P (Agilent Technologies).

### STAT5 retrovirus expression

Retrovirus was produced using the pCL‐Eco Retrovirus Packaging Vector (Imgenex). HPC7 cells were infected with retrovirus in the presence of 8 μg/ml polybrene (Millipore). After 24 h, virus‐infected GFP‐positive cells were FACS‐sorted and cultured for another 48 h in IMDM supplemented with 10% FBS and 10% SCF‐conditioned media before megakaryocyte differentiation.

### STAT5 knockdown

Two independent lentiviral shRNAs (TRCN0000012553 and TRCN0000012557) were used to knockdown STAT5B protein. Lentivirus was produced by transfecting 293T cells with 7 μg/ml STAT5 shRNA plasmids, 5 μg/ml psPAX2, and 2 μg/ml pMD2.G. Forty‐eight hours after 293T cell transfection, supernatant containing lentivirus was collected and concentrated using Lenti‐X concentrator (Clontech). For infection, 100 μl of concentrated lentivirus was added to each well of a 6‐well plate containing 1 × 10^5^ cells. Cells were incubated with lentivirus for 24 h and subjected to puromycin selection (1–2 μg/ml) for 2 days. Control cells were infected with lentivirus containing scrambled shRNA. Quantification of the Western blot images with Image J showed the STAT5‐knockdown efficiency in HPC7 cells is higher than 95% at protein level.

### Statistical analysis

The results are presented as means ± SD. Experimental data were analyzed using two‐tailed Student's *t*‐test. *P*‐values less than 0.05 were considered statistically significant.

### ChIP‐Seq analysis

#### Peak calling and heatmap

Significant binding events in comparison with a control IgG sample were found using MACS (Zhang *et al*, 2008). Peak coordinates in regions with high repeat content were subtracted from the list of high confidence peak coordinates. All peaks were standardized to 400 bp based on MACS summits. The heatmap was generated in R using the heatmap.2 function of the gplots package, with hierarchical clustering using the “ward” method. Colors were generated using the package RColorBrewer.

#### Motif analysis

*De novo* motif finding analysis was conducted with MEME (Bailey *et al*, 2009) using standard settings. We used the sequences of 100 bp around the peak summit as input for the motif discovery. Peaks containing more than 40% of repetitive sequences were excluded from the analysis. Matches to consensus sequences were determined using TOMTOM (Gupta *et al*, 2007).

Central motif enrichment analysis (CMEA) was performed using CentriMo (Bailey & Machanick, 2012). This algorithm has been developed based on the observation that the direct TF (transcription factor) binding sites tend to cluster near the center of any ChIP‐ed regions.

#### Gene mapping

Peaks were mapped to the nearest gene first considering those whose promoter overlapped the peak, then those genes directly overlapping peaks in other regions, and then any gene within 50 kb on both directions of the peak coordinates (simultaneous presence of genes on both the 5′ and 3′ flanking window was resolved considering both genes). We used gene coordinates as defined by UCSC and promoter as defined on the mammalian promoter database (MPromDB).

## Author contributions

ARG and BG directed the work. HJP, with the help of ARG, BG, and VS, wrote the manuscript. HJP and JL performed experiments and analysis. RH, SB, and DFSC analyzed the ChIP‐Seq data. AIL‐C and KK helped with experiments.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix

Expanded View Figures PDF

Review Process File

Source Data for Figure 1

Source Data for Figure 2

Source Data for Figure 3

Source Data for Figure 4

# Supplementary material for: Cytokine‐induced megakaryocytic differentiation is regulated by genome‐wide loss of a uSTAT transcriptional program
**Source:** EMBO J. 2015 Dec 23;35(6):580–94. doi: 10.15252/embj.201592383
**Supplement:** Supplementary file 1 — Appendix

APPENDIX

Appendix Figure Legends

Table S1. Motifs found by de novo motif analysis in the regions bound by uSTAT5 and pSTAT5. The table summarizes all of the motifs found, ranked in order of significance. Each motif is presented with its value of significance (E-value), the most significant match found by TOMTOM (Gupta et al, 2007) in the Jaspar database and the significance value of the match (p-value).

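The motif table rests on the DNA sequences under the STAT5 peaks of unstimulated and TPO-treated HPC7 cells. MEME searches those sequences for short patterns that recur more often than chance allows, and its E-value is the number of patterns at least as strong that would be found in random sequences of the same size. TOMTOM then compares each pattern with the known binding motifs of transcription factors in the Jaspar database, and its p-value is the probability that a random motif would match as well. The first value therefore concerns how strongly a pattern stands out, and the second how closely it resembles a known motif such as that of CTCF, STAT or ETS factors. Motifs were not recomputed here, because the analysis used peak positions without the genome sequence.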

Figure S1. Co-localization of uSTAT5, CTCF and ERG. (A) Venn diagram illustrating overlaps of uSTAT5, CTCF and ERG binding in HPC7 cells. (B) Spaced motif analysis (SPAMO; (Whittington et al, 2011)) of uSTAT5 peaks in unstimulated HPC7 cells. (C) Snapshot of Szt2/Med8 locus from UCSC genome browser and histogram showing that recruitment of ERG was not affected by STAT5 knock-down.

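The spacing of CTCF and ETS motifs describes how these sequences are arranged on the DNA, and does not by itself show which proteins bind them. SPAMO takes peaks that contain a primary motif, finds the best match of a second motif nearby, and counts how often each distance and orientation between the motifs occurs. A distance that occurs more often than the others points to a fixed arrangement of the motifs. The spacing was not recomputed here, since it needs the genome sequence under the peaks.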

Figure S2. Genome-wide STAT3 redistribution following cytokine stimulation. (A) Dynamic STAT3 binding regions clustered into 4 groups based on cytokine response to IL-6 and IL-27 as indicated. (B) Motifs identified by *De novo* motif discovery analysis on each cluster of STAT3 binding regions.

Appendix Table S1

Motifs for Stat5 unstimulated		Motifs for Stat5 after Tpo stimulation	
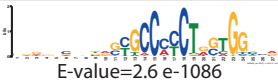<br>E-value=2.6 e-1086	JASPAR: CTCF	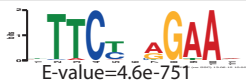<br>E-value=4.6e-751	GAS (JASPAR: STAT1 motif)
	p-value= 1.5179e-32		p-value= 3.97999e-07
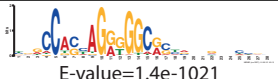<br>E-value=1.4e-1021	JASPAR: CTCF	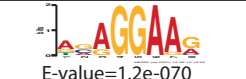<br>E-value=1.2e-070	ETS (JASPAR: SPIB motif)
	p-value=6.44191e-34		p-value= 1.72246e-05
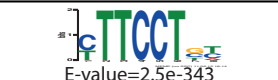<br>E-value=2.5e-343	ETS (JASPAR: FEV)	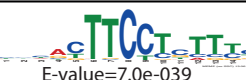<br>E-value=7.0e-039	ETS (JASPAR: SPI1 motif)
	p-value=1.71532e-05		p-value= 5.50239e-06
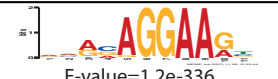<br>E-value=1.2e-336	ETS (JASPAR: SPI1)	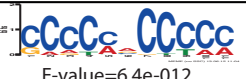<br>E-value=6.4e-012	JASPAR: SP1 motif
	p-value=5.64351e-06		p-value= 1.01542e-06
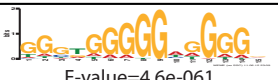<br>E-value=4.6e-061	JASPAR: SP1 motif	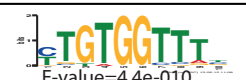<br>E-value=4.4e-010	Runx (JASPAR: Runx1 motif)
	p-value=3.12894e-08		p-value= 3.89605e-07
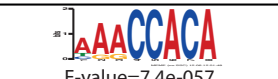<br>E-value=7.4e-057	Runx (JASPAR: Runx1 motif)	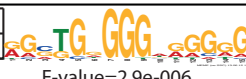<br>E-value=2.9e-006	JASPAR: SP1 motif
	p-value=1.0957e-06		p-value= 9.69736e-07
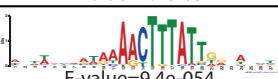<br>E-value=9.4e-054	no matches in JASPAR	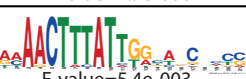<br>E-value=5.4e-003	no matches in JASPAR
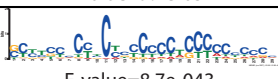<br>E-value=8.7e-043	JASPAR: SP1 motif		
	p-value = 5.03916e-08		
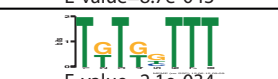<br>E-value=2.1e-034	no matches in JASPAR		
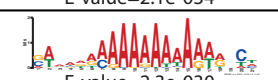<br>E-value=2.3e-030	no matches in JASPAR		
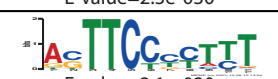<br>E-value=3.1e-020	no matches in JASPAR		
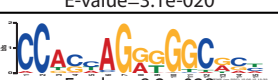<br>E-value=8.2e-028	JASPAR: CTCF		
	p-value= 4.26873e-21		
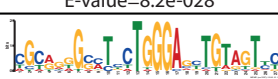<br>E-value=1.8e-017	JASPAR: znf143		
	p-value=1.55543e-07		
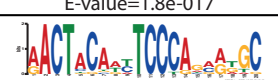<br>E-value=1.8e-017	no matches in JASPAR		
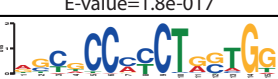<br>E-value=9.8e-012	JASPAR: CTCF		
	p-value= 4.12067e-21		
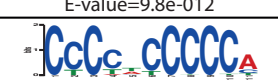<br>E-value=1.1e-009	JASPAR: SP1 motif		
	p-value= 1.06326e-07		
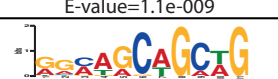<br>E-value=3.3e-013	JASPAR: Myf		
	p-value=1.94413e-07		
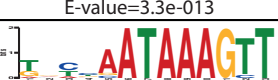<br>E-value=3.1e-005	no matches in JASPAR		
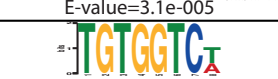<br>E-value=2.6e-003	no matches in JASPAR		

Appendix Figure S1

A

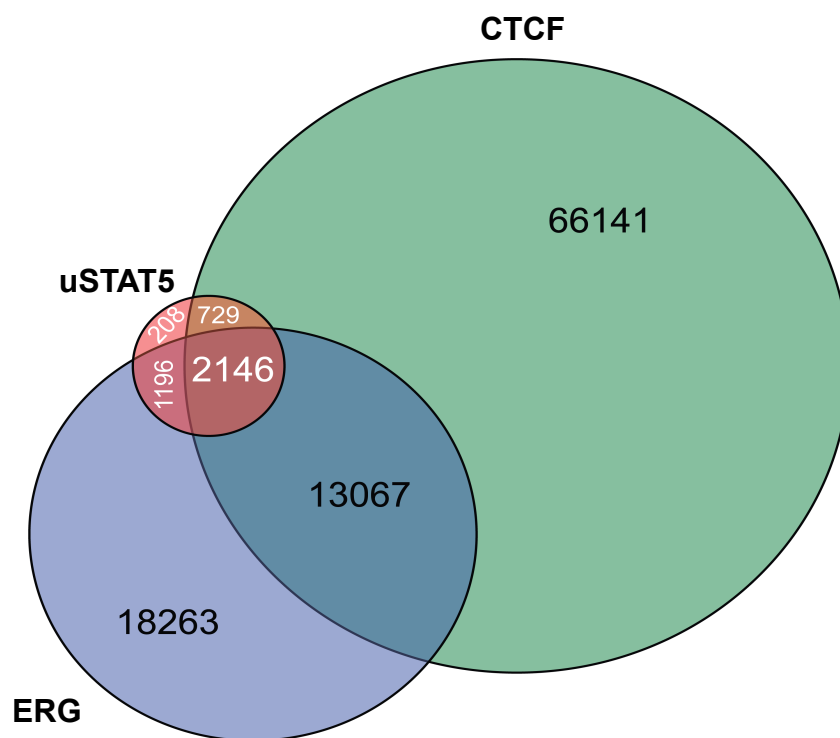

B

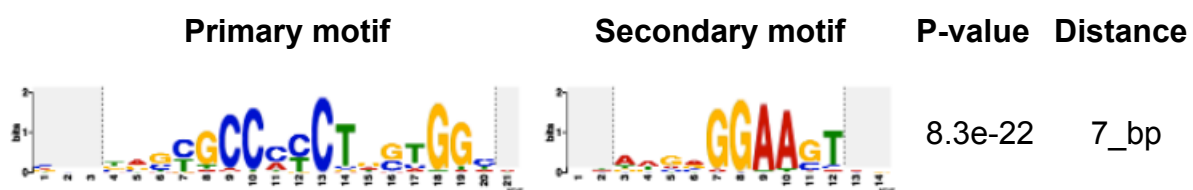

C

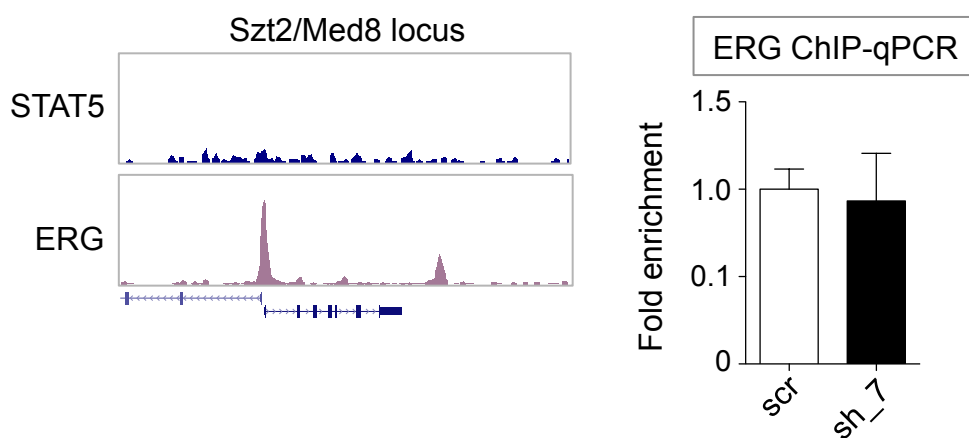

Appendix Figure S2

A

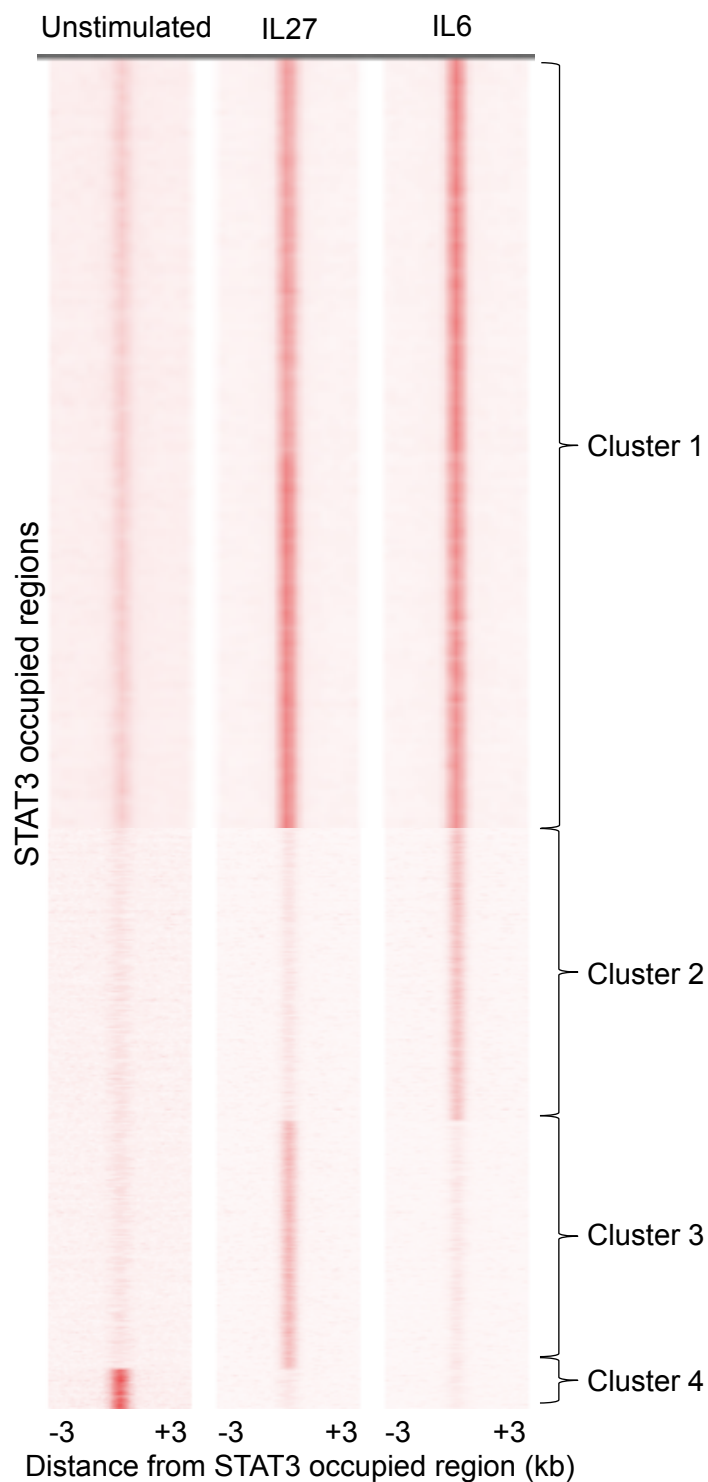

B

TF	p-value	% of peaks with motif	
Jun-AP1 (bZIP)	1e- 4050	44.24%	Cluster 1
Stat3	1e- 2054	38.13%	
ETS	1e- 1292	28.32%	
RUNX1	1e- 549	16.25%	
Atf1	1e- 185	17.14%	
Zfp740	1e- 155	14.48%	
IRF	1e- 126	8.59%	
Sp1	1e- 101	7.27%	
NKX3-1	1e- 97	0.86%	
IRF4	1e- 66	7.21%	
HIF1b(HLH)	1e- 628	28.66%	Cluster 2
Stat3	1e- 372	30.42%	
ETS	1e- 161	13.33%	
Hdx	1e- 107	44.81%	
IRF	1e- 64	21.28%	
FOXC1	1e- 37	7.47%	
RUNX1	1e- 35	12.87%	
Hand1::Tcf2a	1e- 35	2.99%	
CTCF	1e- 26	1.43%	
Foxj1_2	1e- 22	2.74%	
HIF1b(HLH)	1e- 827	35.52%	Cluster 3
Stat3	1e- 388	44.70%	
RUNX1	1e- 175	15.08%	
PU.1-IRF	1e- 138	21.50%	
IRF	1e- 75	25.17%	
SP1	1e- 61	15.36%	
c-Jun-CRE(bZIP)	1e- 57	12.07%	
ETS	1e- 46	7.63%	
T-box	1e- 44	19.92%	
CTCF	1e- 40	2.14%	
HIF1b(HLH)	1e- 54	18.96%	Cluster 4
NFkB	1e- 36	20.18%	
IRF	1e- 28	7.76%	
MyoG	1e- 26	16.85%	
NFAT:AP1	1e- 20	8.65%	
Irf5	1e- 19	21.73%	
Egr2	1e- 18	9.20%	
STAT5	1e- 18	6.76%	
IRF	1e- 15	7.65%	
Tcf7	1e- 14	4.77%

# Supplementary material for: Cytokine‐induced megakaryocytic differentiation is regulated by genome‐wide loss of a uSTAT transcriptional program
**Source:** EMBO J. 2015 Dec 23;35(6):580–94. doi: 10.15252/embj.201592383

Expanded View Figures

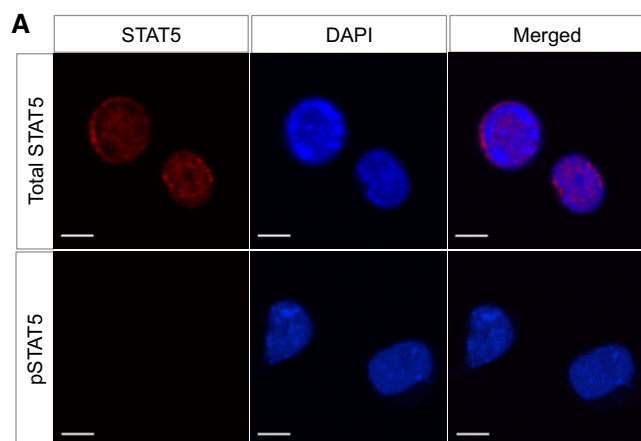

Figure EV1. Nuclear localization of STAT5 proteins in the absence of tyrosine phosphorylation.

- A Confocal images showing nuclear STAT5 proteins in primary mouse bone marrow Lin⁻Sca-1⁺cKit⁺ (LSK) cells following serum starvation. Cells were stained with antibodies for total STAT5 or phospho-STAT5 (pY694/699). Fluorescent images were captured by confocal laser scanning microscopy. Scale bars represent 5 μ m.
- B Flow cytometry plots of HPC7 cells showing an increased frequency of CD41^{hi}CD61^{hi} cell population following TPO stimulation.
- C Cytopspins of HPC7 cells grown in SCF or TPO were stained for acetylcholinesterase (AChE).
- D Histogram showing increased percentage of polyploid HPC7 cells following TPO stimulation. Data represent mean $\pm$ SD; $n = 3$; two-tailed Student's t -test; ** $P < 0.01$.
- E Expression of pSTAT5 was examined by Western blots. Total cell lysates were prepared from HPC7 cells at the indicated time points after TPO stimulation.

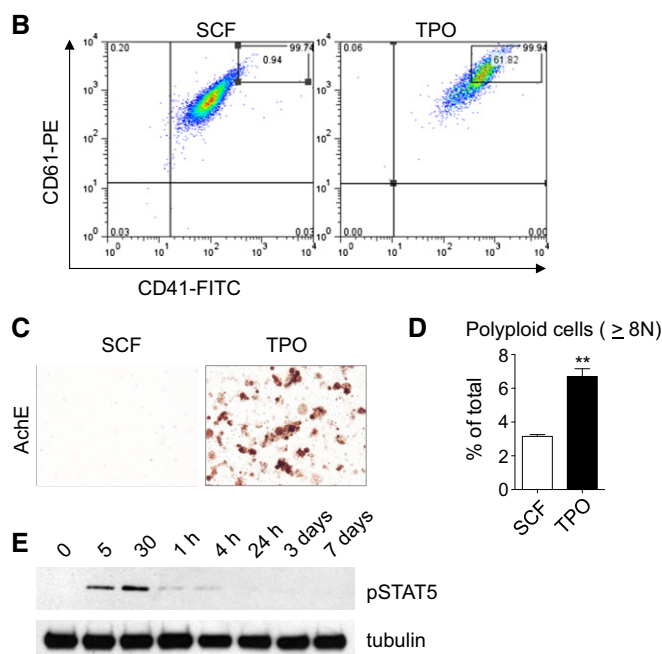

Figure EV2. Redistribution of STAT5 following TPO stimulation.

- A,B Examples of cluster 1 and cluster 2 ChIP-Seq peaks. Raw ChIP-Seq reads were converted to density plots and displayed as custom tracks on the UCSC genome browser.
- C Genomic distribution of STAT5 binding sites identified by ChIP-Seq was determined using CEAS (*cis*-regulatory element annotation system) (Shin et al, 2009).
- D CentriMo analysis of STAT5 ChIP-Seq peak regions (400 bp) showing that the CTCF and ERG motifs are centrally located in uSTAT5 peaks and STAT5 and ERG motifs are centrally located in pSTAT5 peaks.
- E Blow-ups of CTCF/uSTAT5 peaks around Mpl and Gp6 locus.

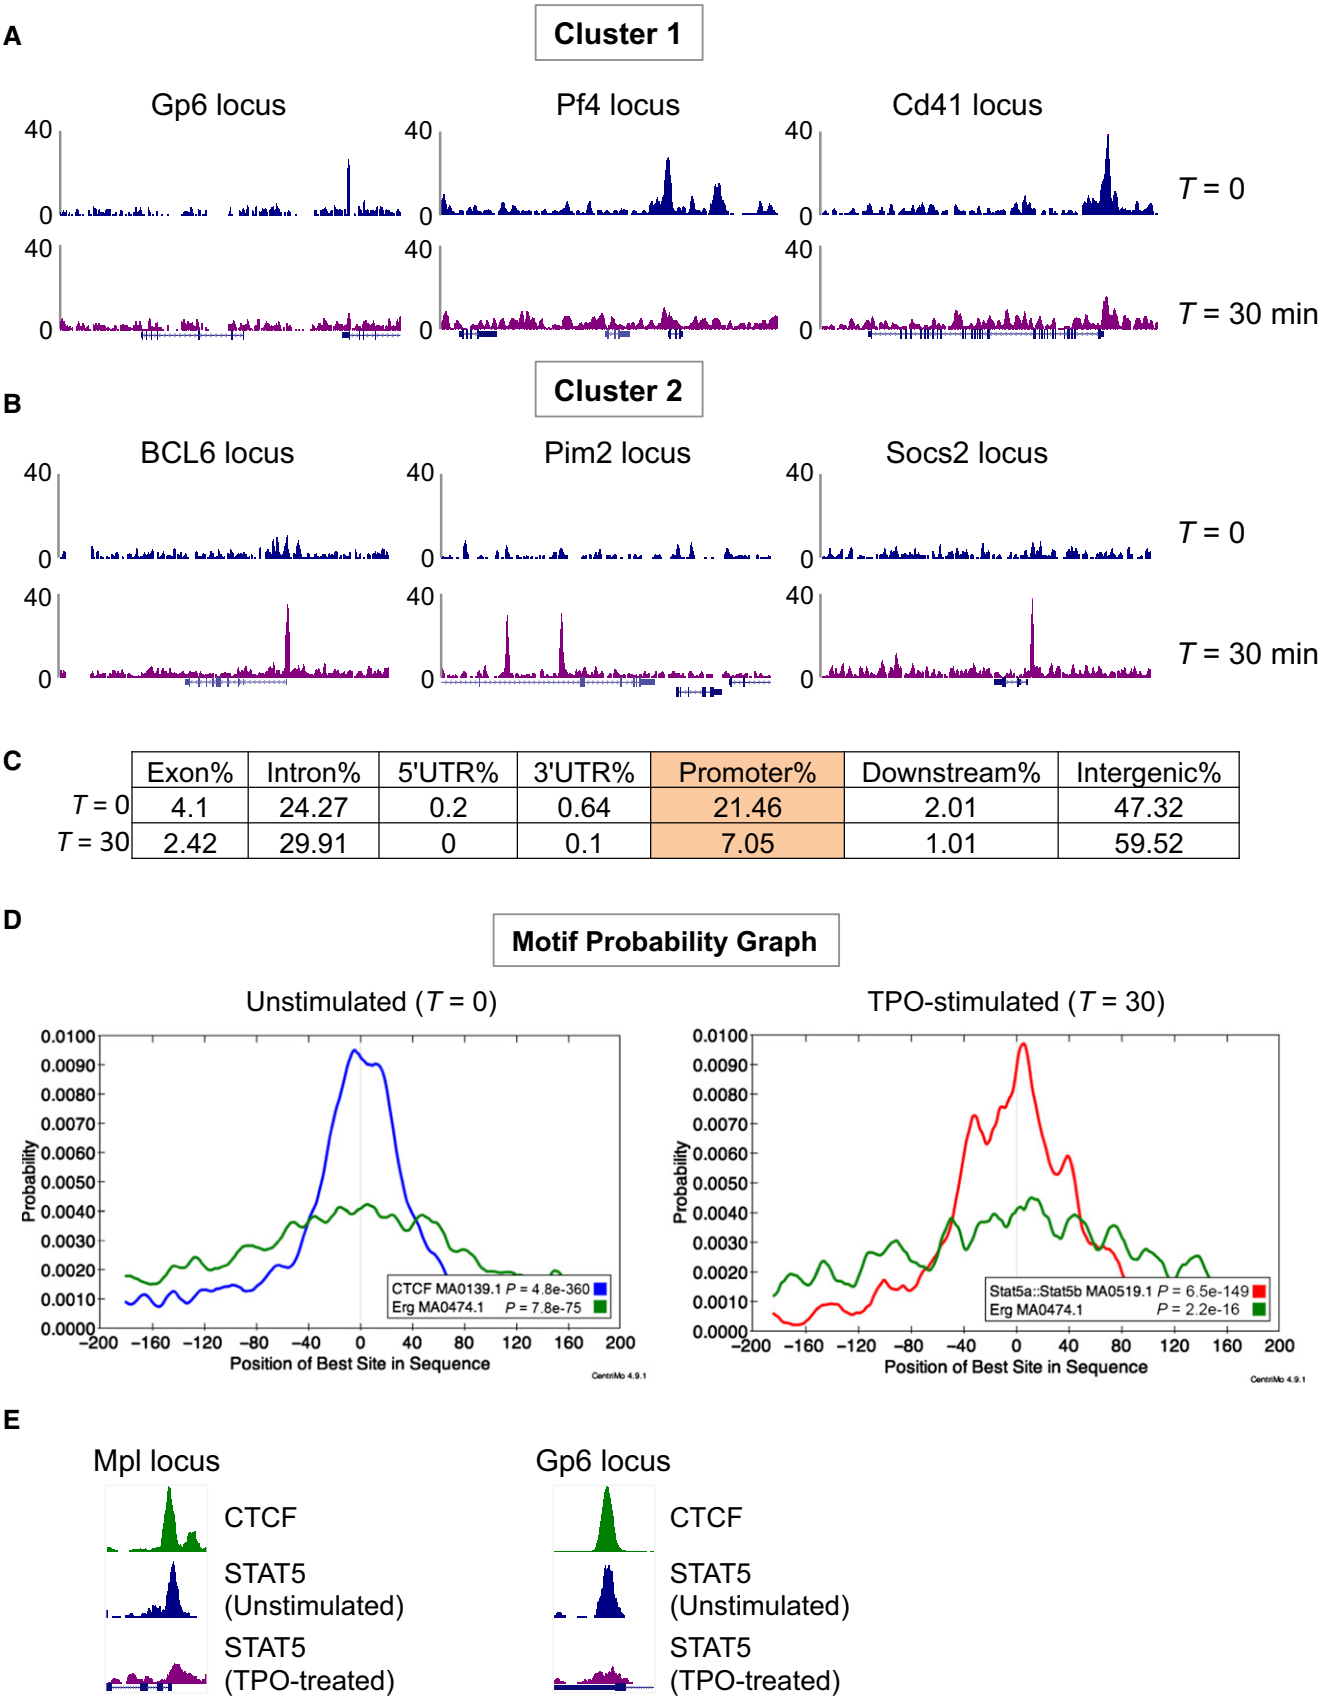

Figure EV2.

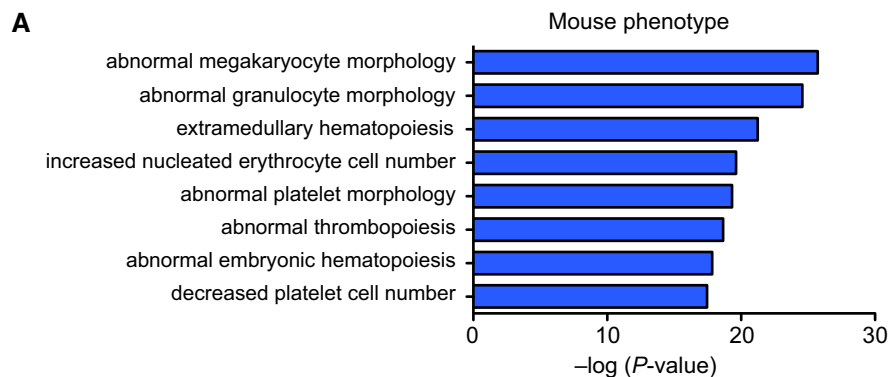

Figure EV3. Analysis of uSTAT5 function.

A GREAT analysis was performed on the genomic regions bound by both uSTAT5 and CTCF (blue) and those bound by pSTAT5 (red).

B, C Knockdown efficiency of 7 independent STAT5 shRNAs (shRNA 1–7) was assessed by Western blot analysis (B) and quantitative RT–PCR (C). Data represent mean $\pm$ SD; $n = 3$; two-tailed Student's t -test; $**P < 0.01$.

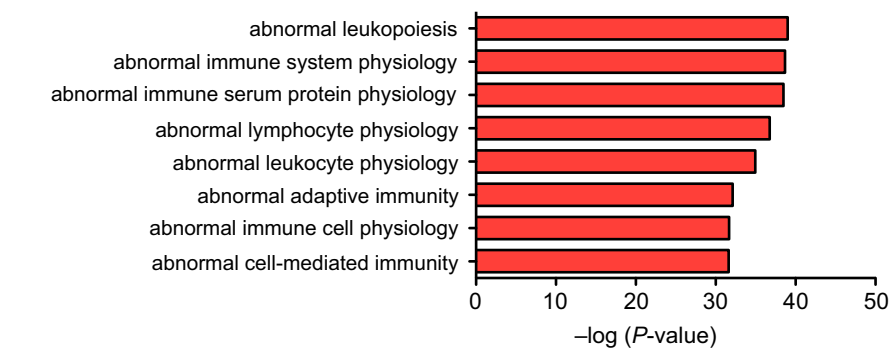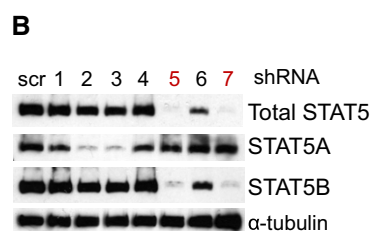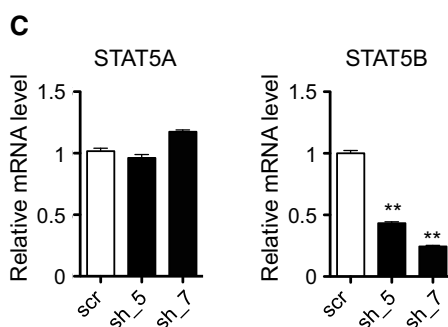

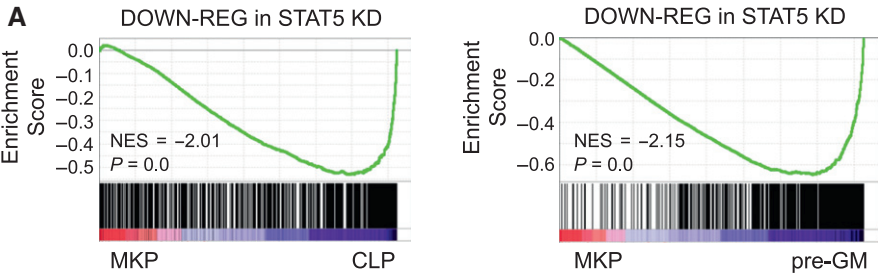

B Upregulated Genes in STAT5 KD cells (FC > 1.5)

Term	P-value	Fold Enrichment
coagulation	9.20E-09	9.4867884
blood coagulation	9.20E-09	9.4867884
hemostasis	1.09E-08	9.353171662
regulation of body fluid levels	1.65E-08	8.035481963
response to wounding	3.19E-07	3.533097874

C Downregulated Genes in STAT5 KD cells (FC > 1.5)

Term	P-value	Fold Enrichment
lymphocyte activation	1.94E-11	4.678230105
leukocyte activation	1.06E-10	4.22079334
cell activation	1.71E-09	3.757535535
T-cell activation	5.40E-09	5.312377825
regulation of lymphocyte differentiation	2.64E-07	6.906091172

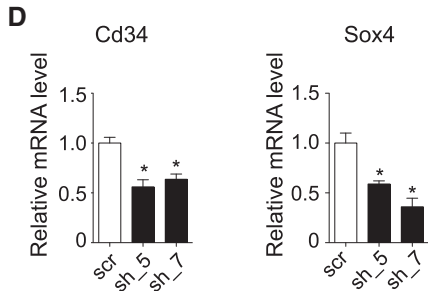

Figure EV4. Transcriptional consequences of uSTAT5 depletion.

A Gene set enrichment analysis (GSEA) of genes downregulated by STAT5 depletion shows a significant enrichment of genes expressed in common lymphoid progenitor (CLP) and in pre-granulocyte and macrophage progenitor (pre-GM).

B, C Gene ontology analysis (using DAVID) of genes upregulated (**B**) and downregulated (**C**) by uSTAT5 depletion. *P*-values are raw *P*-values from binominal test.

D Quantitative RT-PCR was performed to validate uSTAT5 target genes. Expression was normalized to 18S rRNA. Histograms represent mean $\pm$ SD from three independent experiments. Two-tailed Student's *t*-test; *P < 0.05.

Figure EV5. uSTAT5 represses megakaryocytic differentiation of bone marrow LSK cells.

A Schematic diagram of uSTAT5 knockdown in Lin[−]Sca-1⁺cKit⁺ (LSK) cells.

B Flow cytometric analysis showing that uSTAT5 depletion increased the percentage of CD41⁺CD61⁺ megakaryocytic cells. Bar graph shows mean percentages $\pm$ SD of CD41⁺CD61⁺ cells from three independent experiments.

C Quantitative RT-PCR shows upregulation of megakaryocytic genes following uSTAT5 depletion. Histograms represent means $\pm$ SDs from three independent experiments.

D Strategy for assessing the effect of increasing uSTAT5 on megakaryocytic differentiation of LSK cells.

E Flow cytometric analysis showing that the percentage of CD41⁺CD61⁺ megakaryocytic cells was reduced following the expression of STAT5B Y699F mutant. Histogram shows mean percentages $\pm$ SD from three independent experiments.

F Quantitative RT-PCR shows downregulation of megakaryocyte genes following the expression of STAT5B Y699F mutant compared to EV. Transcript levels were normalized to 18S rRNA. Histograms represent mean $\pm$ SD from three independent experiments.

Data information: Two-tailed Student's *t*-test; *P < 0.05; **P < 0.01; ***P < 0.001.

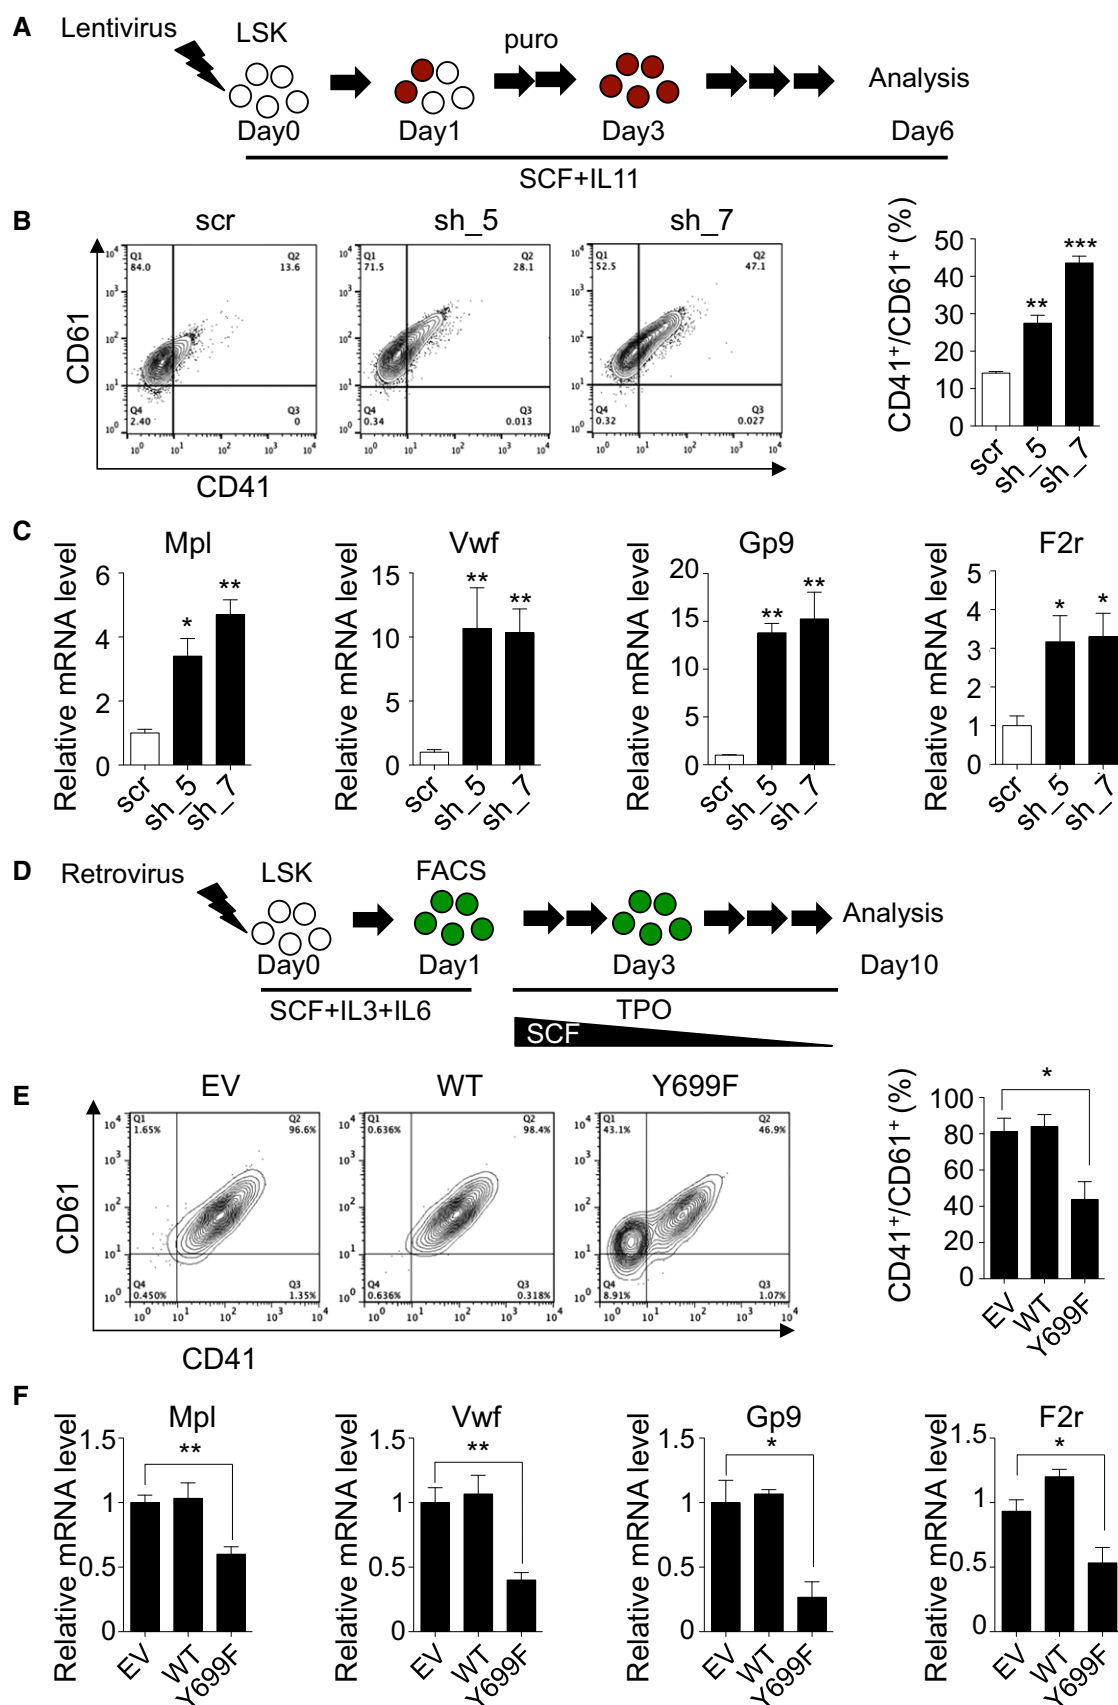

**Supplement:** Supplementary file 2 — Expanded View Figures PDF

How the deposited data were processed for this re-analysis (not part of the article)

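STAT5 binding was measured by ChIP-Seq in HPC7 mouse hematopoietic progenitor cells with an antibody against total STAT5. The conditions were unstimulated cells (T = 0 min, 0 ng/ml TPO) and cells treated with 100 ng/ml TPO for 30 min, with 1 library per condition. The sample titles and source names separate the conditions and were used for the grouping, while the treatment field of the labels names TPO for both libraries. Whether the unstimulated cells were starved of serum before this experiment is not stated with it.

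The authors aligned reads to mm10 with Bowtie, called peaks with MACS against control IgG, subtracted repeat-rich regions and set peaks to 400 bp around the summit, and the sample labels also name bedtools. Versions and the MACS threshold are not given in the paper's text or the labels. The deposited peak lists hold a chromosome, a start and an end for each peak, with no score, p-value, read count or strand. Depth per library, and the precision it gives for the presence of a single peak, are therefore unknown. Both libraries were mapped to their conditions, and none was left unmapped.

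What was computed started from these lists. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlaps of at least 1 bp were counted in Python and checked with bedtools 2.31.1, which gave the same 254 TPO peaks. Overlap, peak classes and gene mapping were tested on simulated peaks with known answers, and all 300 simulated peaks in each class and mapping test were assigned as planted. Shares carry 95% Wilson intervals, ratios of shares carry 95% intervals on the log scale, and rates per gene carry 95% Poisson intervals. No p-value was computed, because a single library per condition leaves no replicate error.

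Gene positions came from a RefSeq gene table for GRCm38.p6 with 49,980 placed genes, after 17 unplaced genes were left out. The table gives no strand and no exons. The planned promoter share was therefore replaced by the share of peaks centered within 3000 bp outside either end of a gene, followed by peaks inside a gene and by intergenic peaks. Peaks were mapped to genes with an end within 1000 bp, otherwise to genes that overlap the peak, otherwise to the nearest gene on each side within 50,000 bp. This follows the order of the paper's methods, which used UCSC genes and MPromDB promoters.

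Random expectation for overlaps came from 1000 placements of the TPO peaks, evenly along their chromosomes or at their own distance from a randomly drawn gene of the same chromosome. Gene lists of named functions were written before the data were examined, and each was compared with 10,000 random lists matched on gene length and not on expression. Some lists share members, and some hold genes that the paper names from these data, so these comparisons are not independent of each other or of the paper. As an addition chosen after the data were examined, 1000 random draws of unstimulated peaks equal in number to the TPO list were mapped in the same way.

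Alternatives set before the data were examined were an overlap of at least 50%, peak centers within 1000 bp, a flank of 1000 bp, peaks within 1000 bp on either side of a gene end, protein-coding genes only, peaks found in 1 list only, mapping to gene ends within 10,000 bp and mapping to the nearest gene. Alternatives added later were mapping over protein-coding genes only, limits of 5000 and 20,000 bp for nearby peaks, and leaving out chromosomes 11, X, Y and M. Intergenic shares and numbers of protein-coding genes were also added to the results compared.

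Motif shares, the central position of motifs and the spacing of CTCF and ETS motifs were planned but need the genome sequence, which was not used here. CTCF and ERG peaks, gene expression and ChIP-qPCR data of the paper were not analysed here. Genes named in the text are those the paper names for STAT5 ChIP-Seq, and from each list up to 4 mapped genes with an end closest to a peak center of that library. Other genes are members given as examples of a count, neighbors that hold a peak, or genes with the most peaks, and these were chosen after their values were seen.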

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

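No test in this part was chosen before the result was seen, and groups of 1 library left no outlying sample to look for.

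Unstimulated cells had 5 STAT5 peaks on the mitochondrial genome, in a region that the paper does not discuss and above the limit of 3 that a count of 0 allows. They overlapped the ribosomal RNA genes mt-Rnr1 (495 to 894) and mt-Rnr2 (2138 to 2537), ND1 (3136 to 3535) and the neighboring genes ND5 and ND6 (13218 to 13617), which encode subunits of respiratory complex I, and a stretch without a listed gene (15900 to 16299). TPO-treated cells had 0 such peaks, but at the share of the unstimulated list only 0.434 would have been found among the TPO peaks, so the absence is within counting error. The signal in the IgG control over these positions was not used here, and no technical or biological explanation was tested.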

How the results depend on the processing

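The comparisons that map peaks over protein-coding genes only, leave out chromosomes 11, X, Y and M, change the 10,000 bp limit for nearby peaks or concern intergenic shares and total gene numbers were chosen after the data were examined, and the others before. Of the values under an alternative, 75 stayed within the interval of the reported value or within 1.5 times its count, and 31 moved. None changed which condition had the larger gene end share.

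Most TPO peaks were found in 1 list only under every overlap rule, and their share rose to 75.2% when an overlap of at least 50% was required. Most unstimulated peaks were also found in 1 list only, which the much shorter TPO list makes unavoidable under any rule. The shares near gene ends depended on what counts as near. They became 25.3% of unstimulated and 8.43% of TPO peaks within 1000 bp outside a gene (ratio 3.00), 38.1% and 13.9% within 1000 bp on either side of a gene end (ratio 2.74), and 27.7% and 9.64% with protein-coding genes only (ratio 2.88). The share of TPO-only peaks near an unstimulated peak was 16.5% within 5000 bp and 41.0% within 20,000 bp. With peaks found in 1 list only the gene end ratio was 2.46, and without chromosomes 11, X, Y and M it was 2.13.

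Several counts over gene lists also moved. With mapping to gene ends within 10,000 bp, 2 hematopoietic transcription factors and 1 immune signaling gene were mapped to TPO peaks, and 0 liver and 3 neuronal genes to unstimulated peaks. With the nearest gene only, TPO peaks mapped to 2 megakaryocyte and platelet genes, 1 hematopoietic transcription factor, 1 immune signaling gene and 0 cell cycle genes, and unstimulated peaks to 6 lymphoid, 1 liver and 3 neuronal genes. With mapping over protein-coding genes only, 4 immune signaling genes (with Ifnar1 and Jak2 added) and 1 granulocyte and macrophage gene (Camp) were mapped to TPO peaks. The cause was not tested. Canonical STAT5 targets mapped to TPO peaks lay above all random lists matched on gene length under every mapping.

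A stricter peak threshold, the removal of peaks in repeats and all motif alternatives were planned and not run, since the lists carry no scores and no genome sequence was used. No paired analysis was possible because each condition has a single library. Read depth is unknown, so it limits every statement that a peak is absent and every comparison of shares between the lists.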

Differences from the paper's values

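The paper gives 4,109 peaks found only in unstimulated cells, where the list analysed here gives 10,256. The alternatives set before the data were examined gave 10,283 with an overlap of at least 50% and 10,227 with peak centers within 1000 bp, and neither came within 1.5 times the paper's number. The paper's text states no MACS threshold, so these counts cannot be set at the same one.

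For the share of peaks near gene ends, the paper's promoter and downstream classes together give about 23% of unstimulated peaks and about 8.1% of TPO peaks in Fig EV2C, read by eye, where 36.6% and 16.6% were found here within 3000 bp outside a gene. Of the alternatives set before the data were examined, a flank of 1000 bp (25.3% and 8.43%) and protein-coding genes only (27.7% and 9.64%) came within 1.5 times the paper's values. Peaks within 1000 bp on either side of a gene end (38.1% and 13.9%) and peaks found in 1 list only (37.0% and 15.0%) did not.

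The intergenic share is about 47% for unstimulated and about 60% for TPO-treated cells in Fig EV2C, read by eye, where 17.3% and 32.6% were found here. Protein-coding genes only, chosen for this share after seeing the values, gave 27.5% and 46.4%, which is within 1.5 times the paper's value for TPO-treated cells and not for unstimulated cells. A flank of 1000 bp (22.6% and 37.8%) and peaks found in 1 list only (17.0% and 33.1%), chosen in the same way, came within it for neither condition. Protein-coding genes together with a flank of 1000 bp gave 31.8% and 49.9%. This combination, also taken after seeing the values, came within 1.5 times for both conditions, for unstimulated cells only just.

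The paper places Bcl6 among the genes with peaks present only after TPO. Here the TPO peak at the end of Bcl6 overlapped an unstimulated peak by 71 bp and was counted as shared. Under the rule of at least 50% overlap it is found in the TPO list only, and under the rule of centers within 1000 bp it is shared. Cish and Socs2, which the paper lists with Bcl6, had peaks only after TPO here too.

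The paper assigns peaks to Gp6 in unstimulated cells and to Pim2 after TPO. Peaks of those conditions lie near both genes here (29.6 kb and 12.8 kb away) but were mapped to the neighboring genes Rdh13 and Otud5, and no mapping that was run assigned them to Gp6 or Pim2.

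The paper reports that regions bound after TPO were enriched for immunological functions, from GREAT, which was not run here. Of 30 immune signaling genes 2 were mapped to TPO peaks (percentile 85.5 of random lists), or 4 with mapping over protein-coding genes only (percentile 98.0), a setting chosen after seeing the data. None of 28 lymphoid genes was mapped. The paper reports enrichment for megakaryocyte and platelet development in regions bound by both uSTAT5 and CTCF, a set unlike the full unstimulated list used here. In the full list these genes were frequent (percentile 99.9), but 4 of 30 were also mapped to TPO peaks (percentile 99.6).

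The paper describes regions bound by uSTAT5 before TPO as wholly different from those bound by pSTAT5 after it. It sets 198 peaks unchanged by TPO apart as a cluster of their own. That cluster has a counterpart here of 27.8% of TPO peaks (95% interval 25.0 to 30.8) and 2.41% of unstimulated peaks (2.13 to 2.72). These shares are not on the paper's terms, because the unstimulated list here is longer, which leaves more peaks for a TPO peak to overlap.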

Other observations

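The tests of gene density on chromosomes X and 11, of the TPO library on both chromosomes and of random subsets of peaks were chosen only after the results were seen, and those of repeat removal, dense loci and placement near genes before.

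Several genes collected many STAT5 peaks, and they were chosen for mention after their values were seen. In unstimulated cells Gse1, which encodes a protein of chromatin repressor complexes, was mapped to 20 peaks over 353 kb, and Septin9, a cytoskeletal gene, to 11 over 163 kb. These counts include peaks outside a gene that were mapped to it as the nearest gene within 50,000 bp. After TPO, Hemk1 was mapped to 4 peaks, all of them in the stretch between Cish and Hemk1 and also counted for Cish.

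Of 21,900 protein-coding genes, 6690 (30.5%, 95% interval 29.9 to 31.2) were mapped to a peak of unstimulated cells. The paper reports that 32% of upregulated and 31% of downregulated transcripts after STAT5 knockdown were annotated to uSTAT5 peaks, from a smaller set of peaks than the list used here. Random draws of 4109 peaks found only in unstimulated cells, the paper's size for that set, mapped to a mean of 14.9% of protein-coding genes (14.6% to 15.2% in 100 draws). The paper's peaks need not be a random draw from this list, and its gene and promoter definitions differ. The draws therefore give no background for its 32% and 31%. How the share among changed transcripts compares with that among expressed genes was not tested, as expression was not analysed here.

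Chromosome X held 75 unstimulated peaks, or 7.76 per 100 protein-coding genes, where every autosome had at least 32.0. As this is a rate per gene, low gene density does not account for it. Within 1000 bp of gene ends, where repeats are fewer, X had 2.38 peaks per 100 genes (95% interval 1.51 to 3.57) and autosomes at least 11.0, which argues against the removal of repeat-rich regions as the cause. The TPO list had 0.932 peaks per 100 genes on X (0.426 to 1.77) and at least 2.07 on autosomes, which argues against a fault of the unstimulated library alone. A single copy of X in these cells, beside which stand 2 unstimulated peaks on chromosome Y at Eif2s3y and Uty, and a step of the authors' processing that treated X apart stay open and untested, and no biological explanation was tested because the design compares no sexes or tissues.

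Chromosome 11 had the highest rate of unstimulated peaks per protein-coding gene, 1.76 times the median autosome (95% interval 1.66 to 1.85), followed by chromosome 1 at 1.55 times. A rate per gene already allows for gene density. Without the densest 5% of 1 Mb windows it was 1.89 times (1.78 to 2.01), so a few dense loci do not account for it. A property of the chromosome that both libraries share, such as extra copies, cannot be told apart from one of the unstimulated library, because the 88 TPO peaks gave 1.29 times with an interval of 1.03 to 1.58, or 1.46 times (1.12 to 1.86) without the densest windows, and in the TPO list chromosome 1 was highest at 1.91 times (1.55 to 2.33). The paper describes HPC7 cells as karyotypically normal, and no biological explanation was tested.

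TPO peaks lay at or near unstimulated peaks more often than random placement gives. A common preference for gene ends brings peaks closer together, but placement at the same distances from random genes gave at most 20 shared peaks, where 254 were found, and at most 130 TPO-only peaks within 10,000 bp, where 187 were found. A preference for gene ends in general is therefore not enough for either count. The placements drew from all genes of a chromosome, so a common preference for the ends of the same subset of genes was not tested. A candidate explanation is that STAT5 before and after TPO binds within the same open chromatin, and it was not tested because chromatin accessibility was not used here. Sites that attract reads in any ChIP-Seq library, which the IgG control of the authors is meant to remove, stay open as well.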
